# Integrative analysis of the lncRNA-miRNA-mRNA interactions in smooth muscle cell phenotypic transitions

**DOI:** 10.3389/fgene.2024.1356558

**Published:** 2024-04-10

**Authors:** Aatish Mahajan, Junyoung Hong, Irene Krukovets, Junchul Shin, Svyatoslav Tkachenko, Cristina Espinosa-Diez, Gary K. Owens, Olga A. Cherepanova

**Keywords:** smooth muscle cells, long non-coding RNAs, micro RNAs, integrative analysis, OCT4 activation

## Abstract

**Objectives:** We previously found that the pluripotency factor OCT4 is reactivated in smooth muscle cells (SMC) in human and mouse atherosclerotic plaques and plays an atheroprotective role. Loss of OCT4 in SMC *in vitro* was associated with decreases in SMC migration. However, molecular mechanisms responsible for atheroprotective SMC-OCT4-dependent effects remain unknown.

**Methods:** Since studies in embryonic stem cells demonstrated that OCT4 regulates long non-coding RNAs (lncRNAs) and microRNAs (miRNAs), making them candidates for OCT4 effect mediators, we applied an *in vitro* approach to investigate the interactions between OCT4-regulated lncRNAs, mRNAs, and miRNAs in SMC. We used OCT4 deficient mouse aortic SMC (MASMC) treated with the pro-atherogenic oxidized phospholipid POVPC, which, as we previously demonstrated, suppresses SMC contractile markers and induces SMC migration. Differential expression of lncRNAs, mRNAs, and miRNAs was obtained by lncRNA/mRNA expression array and small-RNA microarray. Long non-coding RNA to mRNA associations were predicted based on their genomic proximity and association with vascular diseases. Given a recently discovered crosstalk between miRNA and lncRNA, we also investigated the association of miRNAs with upregulated/downregulated lncRNA-mRNA pairs.

**Results:** POVPC treatment in SMC resulted in upregulating genes related to the axon guidance and focal adhesion pathways. Knockdown of *Oct4* resulted in differential regulation of pathways associated with phagocytosis. Importantly, these results were consistent with our data showing that OCT4 deficiency attenuated POVPC-induced SMC migration and led to increased phagocytosis. Next, we identified several up- or downregulated lncRNA associated with upregulation of the specific mRNA unique for the OCT4 deficient SMC, including upregulation of ENSMUST00000140952-Hoxb5/6 and ENSMUST00000155531-Zfp652 along with downregulation of ENSMUST00000173605-Parp9 and, ENSMUST00000137236-Zmym1. Finally, we found that many of the downregulated miRNAs were associated with cell migration, including miR-196a-1 and miR-10a, targets of upregulated ENSMUST00000140952, and miR-155 and miR-122, targets of upregulated ENSMUST00000155531. Oppositely, the upregulated miRNAs were anti-migratory and pro-phagocytic, such as miR-10a/b and miR-15a/b, targets of downregulated ENSMUST00000173605, and miR-146a/b and miR-15b targets of ENSMUST00000137236.

**Conclusion:** Our integrative analyses of the lncRNA-miRNA-mRNA interactions in SMC indicated novel potential OCT4-dependent mechanisms that may play a role in SMC phenotypic transitions.

## Introduction

Cardiovascular diseases (CVD) are the leading cause of death, with more than 17.3 million fatalities per year around the globe (McClellan et al., 2019). Atherosclerosis is a major root cause of CVD and accounts for a large proportion of these deaths. This is an inflammatory disease of the arterial wall, resulting in the formation of complex atherosclerotic plaques and leading to multiple thrombotic events, including myocardial infarction and stroke (Libby, 2021). Vascular cells, such as smooth muscle cells (SMC), endothelial cells (EC), and macrophages (MФ), contribute to atherosclerosis plaque development.

There is growing evidence that SMC phenotypic transitions have a critical role in the pathogenesis of cardiovascular diseases. Importantly, recent SMC-lineage tracing and single cell (sc)RNAseq studies revealed extensive plasticity of SMC in atherosclerosis (Dobnikar et al., 2018; Wirka et al., 2019; Alencar et al., 2020; Pan et al., 2020). These include the transition of SMC from differentiated cells expressing high levels of contractile SMC-lineage markers (e.g., MYH11) to several phenotypically modulated states, including inflammatory, МФ-like (Shankman et al., 2015), osteogenic-like (Alencar et al., 2020), or myofibroblast-like phenotypes (Wirka et al., 2019). However, the molecular mechanisms regulating these transitions are not fully understood.

Long non-coding RNAs (lncRNA) have been identified and characterized as a sub-class of non-coding RNAs with lengths longer than 200 nucleotides (nts) playing critical regulatory roles in many human diseases, including atherosclerosis (Li et al., 2016; Chen X. et al., 2017). MicroRNAs (miRNAs) are short RNAs with lengths 21–23 nts that bind to mRNAs and post-transcriptionally regulate gene expression. Another important class of non-coding RNA are circular RNAs (circRNAs), single-stranded and covalently closed RNA molecules, which act as transcriptional regulators and have been found in many different species, including mammals (Zhou et al., 2020). Due to their unique structure, circRNA are more stable than other non-coding RNAs and are found in circulation and urine, making them potential good targets for therapeutics and diagnostics (Zhou et al., 2020). Non-coding RNAs account for more than 98% of the human genome (Zhou et al., 2020) and have significant roles in regulating many cellular functions in normal conditions (e.g., during development or normal tissue homeostasis) and pathological conditions (Xue et al., 2017; Salviano-Silva et al., 2018). A growing number of reports describe the role of miRNA and lncRNA in SMC dysfunction in pathological conditions, including cancer (Poniewierska-Baran et al., 2022; Mazziotta et al., 2023a) and atherosclerosis (Kumar et al., 2019; Zhou et al., 2021). However, these mechanisms have not been fully explored.

Long non-coding RNAs regulate gene expression by multiple mechanisms, including serving as “decoy”, “guide”, or “scaffold” to the critical transcriptional factors of other important regulatory genes in a location-dependent manner (Wilusz et al., 2009). It is also known that lncRNAs are associated with chromatin-modifying complexes and are transcribed from enhancers involved in the phase separation of nuclear condensates and domains. These findings suggest a close relationship between lncRNA expression and the spatial regulation of gene expression during development (Mattick et al., 2023). Most of the lncRNAs are localized in the nuclei, and their nucleus-specific lncRNA functions (i.e., chromosome scaffolding, chromatin remodeling, alternative splicing, epigenetic control of transcription, etc.) have been reported (Derrien et al., 2012; Kugel and Goodrich, 2012; Tripathi et al., 2013). However, lncRNAs are also localized in the cytoplasm, and the functions of these cytoplasmic lncRNAs remain poorly understood. These lncRNAs are transcribed from nuclear DNA or expressed locally in the cytoplasm (e.g., mitochondrial DNA-encoded lncRNAs) (Mercer et al., 2011) and are reported to be involved in maintaining cellular structure and functions (Rashid et al., 2016), mRNA translation and stability, availability of cytoplasmic factors, and scaffolding of proteins (reviewed in *Noh et al.*) (Noh et al., 2018).

One of the regulatory functions of lncRNAs is their ability to act as competitive endogenous RNA (ceRNA) by working as a miRNA “sponge” or as precursor and encoding miRNAs, in turn regulating the effects of miRNA by competing for the miRNA binding to mRNA (McMullen and Drew, 2016). Similar to lncRNAs, circRNAs also exert biological functions by acting as transcriptional regulators, miRNA sponges, and protein templates (Zhou et al., 2020). Due to the complex and complicated nature of interactions between lncRNA, miRNA, and mRNA, multiple groups started to employ integrative analysis between these molecules in different cells and different *in vitro* and *in vivo* conditions (Cabili et al., 2011; Du et al., 2016; Qian et al., 2018; Wang et al., 2019; Zou et al., 2019; He et al., 2022; Liu et al., 2023). In particular relevance to SMC, using integrative analysis of altered lncRNA, miRNA, and mRNA expression, *Chinnappan et al.* (Chinnappan et al., 2019) demonstrated that lncRNA/miRNA/mRNA interactions play a vital role in human pulmonary artery SMC treated with cocaine and HIV-Tat protein. However, similar interactions in the phenotypic transitions of vascular SMC are still unknown.

We recently found that the embryonic stem cell/induced pluripotent stem cell (iPSC) factor OCT4, which was believed to be silenced in somatic cells, plays an atheroprotective role in SMC, in that knockout of *Oct4* in SMC led to marked increases in lesion size and multiple indices of plaque instability in *Apoe* ^−/−^ mice (Cherepanova et al., 2016). It has also been shown that SMC-specific knockout of *Oct4* protects SMC from hyperproliferation after acute vascular injury (Shin et al., 2023). Moreover, we found that knockout of *Oct4* in cultured SMC resulted in decreased cell migration and increased cell proliferation. Mechanistically, we demonstrated that OCT4 directly regulates SMC contractile genes, including ACTA2 and TAGLN. Bulk RNAseq analyses on cultured aortic *Oct4* wild-type and knockout SMC demonstrated significant changes in gene expression profiles (Shin et al., 2023), indicating a broad effect of OCT4 in SMC. However, it is still unknown if lncRNA and/or miRNA contribute to the OCT4-dependent effects in SMC.

Since it has been reported that OCT4 transcriptionally regulates miRNA and lncRNA in embryonic (Shi and Jin, 2010) and cancer cells (Zhang et al., 2020), we hypothesized that similar mechanisms may be activated in SMC. This study aims to identify novel potential OCT4-dependent interactions among lncRNAs, mRNAs, and miRNAs that could be involved in vascular SMC phenotypic changes. Herein, we adopted an integrative analysis approach similar to *Chinnappan et al* (Chinnappan et al., 2019) and others (Cabili et al., 2011; Du et al., 2016; Qian et al., 2018; Wang et al., 2019; Zou et al., 2019; He et al., 2022; Liu et al., 2023) to construct an interactive network of altered lncRNA, miRNA, and mRNA expression in OCT4 deficient mouse aortic SMC (MASMCs) treated with the pro-atherogenic oxidized phospholipid POVPC (1-palmitoyl-2-(5-oxovaleroyl)-*sn*-glycero phosphatidylcholine) that we previously found induces SMC phenotypic switching, including suppression of SMC contractile markers and mediation of SMC proliferation and migration (Pidkovka et al., 2007; Cherepanova et al., 2009). Our studies identified new interactions between OCT4, lncRNA, and miRNA that advance our understanding not only of OCT4-dependent effects but also general causes of SMC phenotypic transitions associated with atherosclerosis.

## Materials and methods

### Cell culture and RNA isolation

Primary mouse aortic smooth muscle cells (MASMC) were isolated and grown as previously described (Cherepanova et al., 2016). Red blood cells (RBC) were isolated from the blood of the young (10 weeks of age) C57B6 mice as previously described (Hanson et al., 2008) and immediately used for phagocytosis experiments. The animal study were approved by the University of Virginia (protocol 2500) and Lerner Research Institute Animal Care and Use Committees (protocol 2433). The study was conducted in accordance with the local legislation and institutional requirements. For experiments, cells at the 70% confluency were transfected with blocking si*Oct4* or non-target siRNA (siNT) (Dharmacon) for 48 h in serum-free transfection media (Dharmacon), followed by the treatment with 10 μg/mL POVPC (Cayman Chem, #10031) or vehicle (DMSO) for 24 h based on our previous findings (Pidkovka et al., 2007). At the end of the experiment, cells were harvested with the Trizol reagent (Invitrogen), which preserves most of the small RNAs, including lncRNAs and miRNAs, and the total RNA was isolated according to the manufacturer’s instructions.

### Quantitative real time (qRT)-PCR

The cDNA was prepared using an iScript gDNA Clear cDNA Synthesis Kit (BioRad). Quantitative RT-PCR was performed using RT2 SYBR Green ROX qPCR Master Mix kit (Cat#330522, Qiagen) for *Oct4* exon 1 primers or SensiFAST™ SYBR NO-ROX Mix (Bioline) for *18s RNA* and lncRNAs. The qRT-PCR primers for *Oct4* exon1 and *18s RNA* were previously described (Cherepanova et al., 2016). For lncRNAs, we used primers as ENSMUST00000140952 (F: CACCCCAGCCCGGTAAAC R: CAT​GGG​CGA​TCC​ACA​TGA​A) and ENSMUST00000173605 (F: TTC​CTT​CTG​CGT​CAG​TAT​CAT​CTT R: CCA​AGC​TGC​TTT​GCT​CAA​ATT).

### Mouse lncRNA/mRNA and small RNA expression arrays

Long non-coding RNA/mRNA and small RNA microarrays were performed by Arraystar Inc. on the same total RNA samples isolated from MASMC transfected with either siRNA to *Oct4* or NT pooled siRNA (Dharmacon) and treated with either DMSO or POVPC (10 μg/mL) for 24 h.

#### Long non-coding RNA/mRNA

After sample quality controls using Nanodrop ND 1000 and determining RNA integrity using denaturing gel electrophoresis, each sample was amplified and transcribed into fluorescent cRNA along the entire length of the transcripts without 3′bias utilizing a random priming method (Array Star Flash RNA Labeling Kit, Arraystar Inc.). The labeled cRNAs were hybridized onto the mouse LncRNA Array v4.0 (8 × 60 K, Arraystar). These microarrays are highly sensitive and accurate even for low abundance lncRNAs (the quantitative efficiency is as low as 1 transcript per cell). These oligo-based probes hybridize the target RNA at high affinity, independent of other abundant RNAs. Also, the design of the transcript-specific array probe is based on well-established transcript models for every lncRNA isoform, ensuring clear and precise isoform detection and quantification.

#### Small RNA array

For each sample, 100 ng total RNA was firstly dephosphorylated to form the 3-OH end. The 3-OH-ended RNA was then denatured by DMSO and enzymatically labeled with Cy3. This ligation of small RNAs with Cy3 dye directly at their 3′-OH ends, completely avoids RNA pretreatments to remove internal RNA modifications, abortive reverse transcription due to the modifications and RNA fold hindrance, and skewed PCR amplification steps (Yuan et al., 2022). All these help to preserve the fidelity of native small RNA levels and achieve the unbiased high quantification accuracy. The labeled RNA was hybridized onto Arraystar Mouse small RNA Microarray (8 × 15K, Arraystar).

The Arrays were scanned by the Agilent Scanner G2505C. Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies). Arraystar Small RNA Array uses high-affinity probe hybridization to achieve very high sensitivity even for small RNAs at low abundance. The smart probe design incorporates a 5′-hairpin structure and normalized sequence targeting region to specifically distinguish small RNAs with only 1–2 nucleotide differences.

### Differential expression analyses

#### Differential expression analyses were performed after quality control analyses

##### Long non-coding RNA/mRNA

Differentially expressed lncRNAs and mRNAs with statistical significance were identified through Fold Change filtering between two samples. Differentially expressed LncRNAs and mRNAs with statistical significance between siNT DMSO vs. siNT POVPC (*effect of POVPC in wild type SMC*), siOCT4-DMSO vs. siNT-DMSO (*effect of OCT4 inactivation*), and siOCT4 POVPC vs. siOCT4 DMSO (*effect of POVPC in OCT4 deficient SMC*) groups were identified through Volcano filtering between two groups. Finally, hierarchical clustering was performed to show the distinguishable lncRNAs’ and mRNAs’ expression patterns among samples. The Ingenuity Pathway Analysis (IPA; QIAGEN Inc.) was used to analyze the associated pathways. The statistical significance of a gene association with biological function or pathway was determined using the right-tailed Fisher’s Exact Test.

##### Small RNAs

Differentially expressed small RNAs between two comparison groups were identified by fold change (FC) of ≥1.5 and statistical significance (*p*-value) of ≤0.05 thresholds. Hierarchical clustering heatmaps, scatter plots, and volcano plots were plotted to display small RNAs expression patterns among samples by R software. Pathway analysis (KEGG; Kyoto Encyclopedia of Genes and Genomes) and GO analysis (Gene Ontology) (Mazziotta et al., 2023b) were applied to determine these differentially expressed mRNAs’ roles in the biological pathways or GO terms.

#### Integrative analysis of dysregulated non-coding RNAs and mRNAs

The integrative analysis was adopted from *Chinnappan et al.* (reference 29) and modified for our experimental design. For analysis, mRNA, miRNA, and lncRNA that were differentially expressed with >1.5-fold up- or downregulated between treatment groups (NT DMSO, NT POVPC, siOCT4 DMSO, siOCT4 POVPC) and *p*-values less than 0.05 were used. The IPA software was used to investigate the relationship between differentially expressed miRNAs and mRNAs. First—The initial analysis was performed by only taking experimentally validated interactions of miRNA/mRNA, and later, the mRNA expression data were included to take into account the interactions of highly predictive and experimentally validated miRNA/mRNA associations. For the experimentally validated miRNA/mRNA interactions, we utilized the integrated information from TarBase and miRecords (IPA), and for predicted miRNA/mRNA interactions, we used information from TargetScan (IPA). Second—The regulatory relationships between differentially expressed miRNA and lncRNA were extracted from LncBase v2.0. using DIANA Tools (Paraskevopoulou et al., 2016). Only interactions that were experimentally validated were taken into account. Third—Pathway enrichment analysis was performed using IPA software and DAVID (Database for Annotation, Visualization, and Integrated Discovery) software (Huang da et al., 2009). Long non-coding RNAs, which were differentially expressed, were annotated for diseases and biological functions using the LncRNADisease database (Wang et al., 2016).

#### LncRNA conservation analysis

To assess the potential conservation of selected lncRNAs across species, phyloP analysis (PHAST (cshl.edu) was employed to quantify evolutionary conservation by comparing the sequence of interest to placental mammals and vertebrates, in conjunction with the multiz alignment function from the UCSC genome browser (Kent et al., 2002). Blastn (Basic Local Alignment Search Tool for nucleotides) analysis was conducted to determine human orthologs by querying the lncRNA sequences against the *Homo Sapiens* genomic and transcript database. Subsequently, the identified lncRNA sequences and their putative orthologs were subjected to alignment using SnapGene software for validation.

#### SMC migration assay

For experiments, cells at the 70% confluency were transfected with blocking siOct4 or non-target siRNA (NT siRNA) for 48 h in serum-free media, followed by the Boyden chamber transmigration assay in response to different concentrations of POVCP, as previously described (Cherepanova et al., 2016).

#### Phagocytosis assay

Phagocytosis assay was performed as previously described in *Kolb et al.* (Kolb et al., 2007). Briefly, *Oct4* wild type and knockout SMC(34) were plated in 24 well plates. Cells at 70% confluency were growth arrested with serum-free media with supplements (DMEM/F12 [Gibco], 100 U/mL penicillin/streptomycin [Gibco], 1.6 mM/L L-glutamine [Gibco], L-ascorbic acid 0.2 mM [Sigma], transferrin 5 μg/mL [Sigma], insulin 2.8 μg/mL [Sigma], Na-selenate 6.25 ng/mL [Sigma]) for 24 h and then treated with 0 or 40 μg/mL of oxidized low-density lipoprotein particles (oxLDL) (Biomedical Thechnologies) for 3 days. At day 4, mouse RBSs were plated (∼1 × 10^5^ cells/mL) on the top of SMC for 24 h. Media was aspirated, and cells were washed with PBS. The membrane-bound RBCs were lysed by hypotonic shock (1 min in distilled sterile H_2_O on ice). SMCs containing phagocytosed RBCs were lysed by 1% Triton-X100 in PBS. Hemoglobin was then separately analyzed in hypotonic (H_2_O)- and Triton-lysate fractions using 2-7-diaminofluorene reagent (Sigma).

### Statistical analysis

For the functional *in vitro* experiments, the normality of the data was checked using Kolmogorov-Smirnov test. One-way analysis of variance (ANOVA) was used to compare two groups of continuous variables with normal distribution, and two-way ANOVA, followed by *post hoc* tests, was used to compare multiple group comparisons as previously described (Shin et al., 2023). *p* < 0.05 was considered significant. GraphPad software 9.4.0 was used for all statistical analyses.

## Results

### Differential expression of lncRNA in OCT4-deficient MASMC

To investigate the effects of OCT4, we chose to use an siRNA knockdown cell culture model to avoid any long-term effects of OCT4 knockout during cell culture. Mouse aortic SMC were transfected with blocking si*Oct4* or control non-target siRNA (siNT) followed by treatment with the oxidized phospholipid POVPC. The knockdown efficiency was confirmed by using qRT-PCR (Figure 1A). We recently demonstrated that transient siRNA knockdown and genetic knockout have similar effects on SMC proliferation and expression of SMC contractile genes (Shin et al., 2023). We also found that similarly to the genetic knockout, inhibiting *Oct4* by blocking siRNA resulted in decreases in SMC trans-migration in response to POVPC (Figure 1B), indicating that siOct4 knockdown is a good cell culture model to study immediate OCT4-dependent mechanisms in SMC.

**FIGURE 1:**
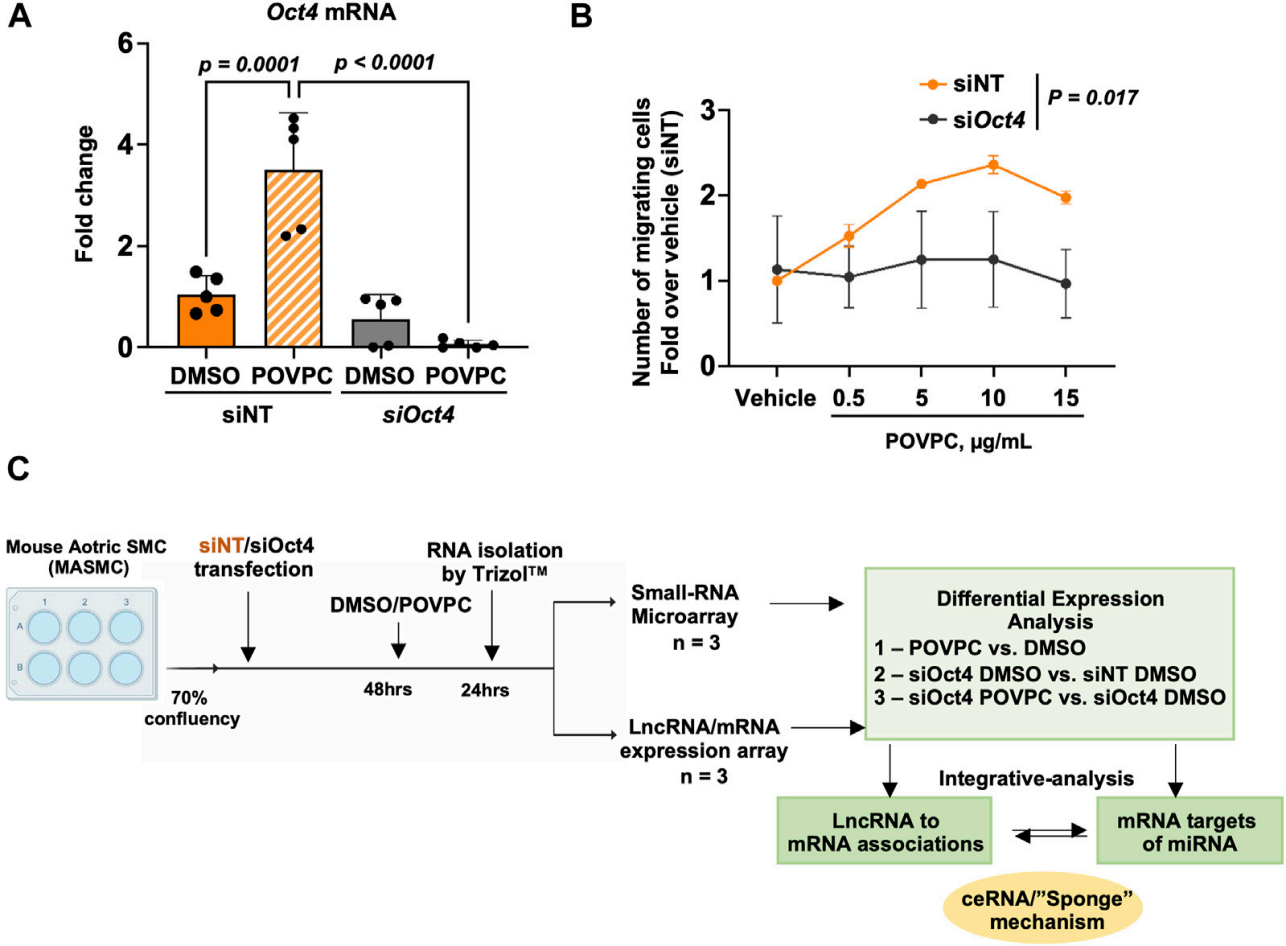
Experimental design. **(A)** Quantitative RT-PCR analysis to validate the knockdown of *Oct4* in mouse aortic SMC (MASMC) transfected with blocking si*Oct4* or non-target siRNA (siNT), followed by the treatment with the pro-atherogenic oxidized phospholipid POVPC. Values = means ± s. e.m. *p* values were quantified by two-way ANOVA, followed by Tukey *post hoc* test; *n* = 5 biological replicates from 3 independent experiments. **(B)** Oct4 knockdown (*siOct4*) attenuated POVPC-induced SMC migration. *p* values for siNT vs. si*Oct4* across all concentrations of POVPC were quantified by two-way ANOVA; *n* = 3 independent experiments. **(C)** The schematic shows the overall workflow of the analysis. DAVID—The Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8.

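RNA from mouse aortic SMC of 4 groups, siNT-DMSO, siNT-POVPC, siOCT4-DMSO and siOCT4-POVPC, with 3 samples per group, was hybridised to 12 Arraystar mouse lncRNA arrays in a single colour and read with Agilent Feature Extraction 11.0.1.1. siNT is the non-target siRNA, and POVPC is an oxidized phospholipid dissolved in DMSO. The authors deposited the scanner output of each array, whose processed signal is a background-subtracted intensity, and a table of log2 values normalized by quantiles for 60641 probes. From the scanner output, signals under 5 were set to 5, spots marked as outliers were left out, and log2 values were quantile normalized over the 12 arrays. Between 49015 and 55326 probes per array were well above background, with a median of 52347 in siNT-DMSO, 54581 in siNT-POVPC, 51855 in siOCT4-DMSO and 49056 in siOCT4-POVPC, and no probe was saturated. Probes well above background on at least 3 arrays were tested, which left 33881 lncRNA and 20625 mRNA probes. All 4 groups were fitted together with limma, and a probe was called differentially expressed with a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05 over the 54506 probes of both classes. With 3 samples per group, the number of arrays limits the precision. The 12 arrays lay on 2 slides, scanned separately. Slide 1 held the 3 siNT-DMSO, the 3 siNT-POVPC and 2 of the siOCT4-DMSO arrays, and slide 2 held siOCT4-DMSO replicate 3 and the 3 siOCT4-POVPC arrays. The scanner output names probes but no genes. Names came from Tables S1 to S3 for 391 lncRNA and 923 mRNA probes, almost all of them chosen there for their change. No probe could be named for Oct4 (Pou5f1), so the knockdown was not checked on these arrays.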

Next, as shown in the schematic diagram in Figure 1C, expression arrays were used to capture lncRNA/mRNA and small-RNA expression profiles in treated MASMC. Analyses identified multiple differentially expressed lncRNAs (Figure 2; Supplementary Table S1). 

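In POVPC vs. DMSO in siNT cells, 1 lncRNA probe was called higher and 1 lower of the 33881 tested. The higher probe is BC114417 (uc008hps.1), on chromosome 19 from 44396324 to 44396927 in the coordinates of Table S1, with a log2 fold change of 2.3 (standard error 0.23, adjusted p = 0.0211 from limma). Its normalized log2 signal was 4.74 ± 0.15 (SD, n = 3) in siNT-DMSO and 7.04 ± 0.32 (SD, n = 3) in siNT-POVPC. The lower probe, ASMM10LNC1A102714546V4, has no name in the tables and had a log2 fold change of -1.83 (standard error 0.19, adjusted p = 0.0211 from limma). Both calls were lost when siNT-DMSO replicate 2 or 3, siNT-POVPC replicate 1 or 2, or siOCT4-POVPC replicate 2 or 3 was left out, and the lower probe also without siOCT4-POVPC replicate 1. The adjusted p without single arrays ran from 0.00685 to 0.218 for BC114417 and from 0.00685 to 0.22 for the lower probe. With only the 2 groups compared, both calls were lost too, and with the replicate number as a block the lower probe lost its call. The number of calls in this comparison rose to 299 without siNT-DMSO replicate 1, 210 without siNT-POVPC replicate 3, 14 without siOCT4-DMSO replicate 3 and 9 without siOCT4-DMSO replicate 2. It fell to 1 without siOCT4-POVPC replicate 1 and to 0 in limma without any of the 6 arrays named for both calls. In siOCT4-DMSO vs. siNT-DMSO, 1605 lncRNA probes were higher and 787 lower, and in 2387 of these 2392 calls the 3 siOCT4-DMSO arrays did not overlap the 3 siNT-DMSO arrays. The number of calls was 1162 without siNT-DMSO replicate 3, 1279 without siOCT4-DMSO replicate 1, 1550 without siOCT4-DMSO replicate 2 and 3912 without siOCT4-DMSO replicate 3. Among the calls without overlap, the largest rise was 5.54 on the log2 scale, for the unnamed probe ASMM10LNC1A100079676V4 (standard error 0.14, adjusted p = 5.99e-09 from limma), and the largest fall was -5.00, for the unnamed probe ASMM10LNC1A100021113V4 (standard error 0.38, adjusted p = 3.24e-05). In siOCT4-POVPC vs. siOCT4-DMSO, limma called 0 lncRNA probes, with a smallest adjusted p of 0.0636, and 8 without siNT-POVPC replicate 3, 4 without siNT-DMSO replicate 2, 2 without siOCT4-DMSO replicate 3 and 1 without siOCT4-DMSO replicate 1. At an unadjusted p under 0.05 and the same fold limit, limma gave 1571 higher and 1808 lower, 3476 higher and 2274 lower, and 1048 higher and 1675 lower lncRNA probes in the 3 comparisons, in the order above. The methods' t-test, the unpaired test that the headers of Tables S1 and S2 name, was run on the same values with equal variances. At its unadjusted threshold it gave 632 higher and 822 lower, 1979 higher and 1357 lower, and 755 higher and 887 lower. After Benjamini-Hochberg adjustment the methods' t-test left 0, 51 and 3 lncRNA probes. Over all lncRNA probes tested, the 3 arrays of each group did not overlap in 17.5%, 24.7% and 23.7% in the 3 comparisons, where chance gives 10%. In siOCT4-DMSO vs. siNT-DMSO the direction of the calls depended on the scaling, as 75th percentile scaling in place of quantile normalization gave 1341 higher and 1869 lower. With the slide as a block the 3 comparisons gave 14, 3912 and 2971 lncRNA calls, and the last of these rests on siOCT4-DMSO replicate 3 alone, the only siOCT4-DMSO array on its slide. Within slide 1, the 2 siOCT4-DMSO arrays against the 3 siNT-DMSO arrays gave 1635 higher and 427 lower lncRNA probes. The POVPC comparison in siNT cells lies within slide 1, where limma on that slide's arrays alone gave 0 lncRNA calls, and 3251 at an unadjusted p. Within slide 2, siOCT4-POVPC against siOCT4-DMSO replicate 3 alone gave 8832 lncRNA calls, with the lone array assumed to vary like the other group.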

A total of 632 lncRNA were significantly upregulated, and a total of 819 were downregulated in POVPC vs. DMSO treatment groups (*effect of POVPC in wild type SMC*) (Figure 2Ai), 1980 lncRNA were significantly upregulated, and 1,358 were downregulated in siOCT4-DMSO vs. siNT-DMSO groups (*effect of OCT4 inactivation*) (Figure 2Bi), and 752 lncRNAs were significantly upregulated, and 868 were downregulated in siOCT4-POVPC vs. siOCT4-DMSO groups (*effect of POVPC in OCT4 deficient SMC*) (Figure 2Ci). According to their location in genomic sequences and association with the neighboring gene regions, lncRNAs have been categorized into various classes to identify potential mechanisms of action for these molecules in regulating other genes (Herrera-Solorio et al., 2017), (Figure 2A–Cii). Using this categorization, differentially expressed lncRNAs were found to be 72% intergenic, 12% natural antisense, and 9% intronic antisense regions in POVPC vs. DMSO treatment groups, 70% intergenic, 10% natural antisense, and 12% intronic antisense regions in siOCT4-DMSO vs. siNT-DMSO groups, and 65% intergenic, 16% natural antisense, and 9% intronic antisense regions in siOCT4-POVPC vs. siOCT4-DMSO groups (Figure 2A–Cii) in the genome. Also, the analysis revealed that these lncRNAs were widely dispersed over all chromosomes (Figure 2A–Ciii).

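Of the lncRNA probes counted higher in POVPC vs. DMSO in siNT cells at the authors' threshold, 298 can be matched to the classes that Table S1 lists. In that part of the table, 109 probes (36.6%) are listed as intergenic, 103 (34.6%) as exon sense-overlapping, 45 (15.1%) as natural antisense, 26 (8.73%) as intronic antisense, 10 (3.36%) as bidirectional and 5 (1.68%) as intron sense-overlapping. These shares are of the paper's own classes, cover probes that rose only, and do not stand for all differentially expressed lncRNAs. All 298 had a positive log2 fold change of at least 1.5-fold in the values computed here, with a median of 1.28, and 287 had an unadjusted p under 0.05 from limma. The table chose these probes for their rise on these same arrays, so this is not independent evidence. The medians of the classes ran from 1.25 for the exon sense-overlapping to 1.65 for the bidirectional probes. In siOCT4-POVPC vs. siOCT4-DMSO, 175 of the 298 were also higher. A like share of all probes tested, 58.6%, kept their direction between both POVPC comparisons, so the count does not stand out.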

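The 298 rising probes of Table S1 that were matched here lie on 20 chromosomes. Chromosome 2 held the largest number, with 35 probes, followed by chromosome 11 with 25 and chromosome 13 with 22. Chromosomes 16 and 18 held the fewest, with 6 each.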

**FIGURE 2:**
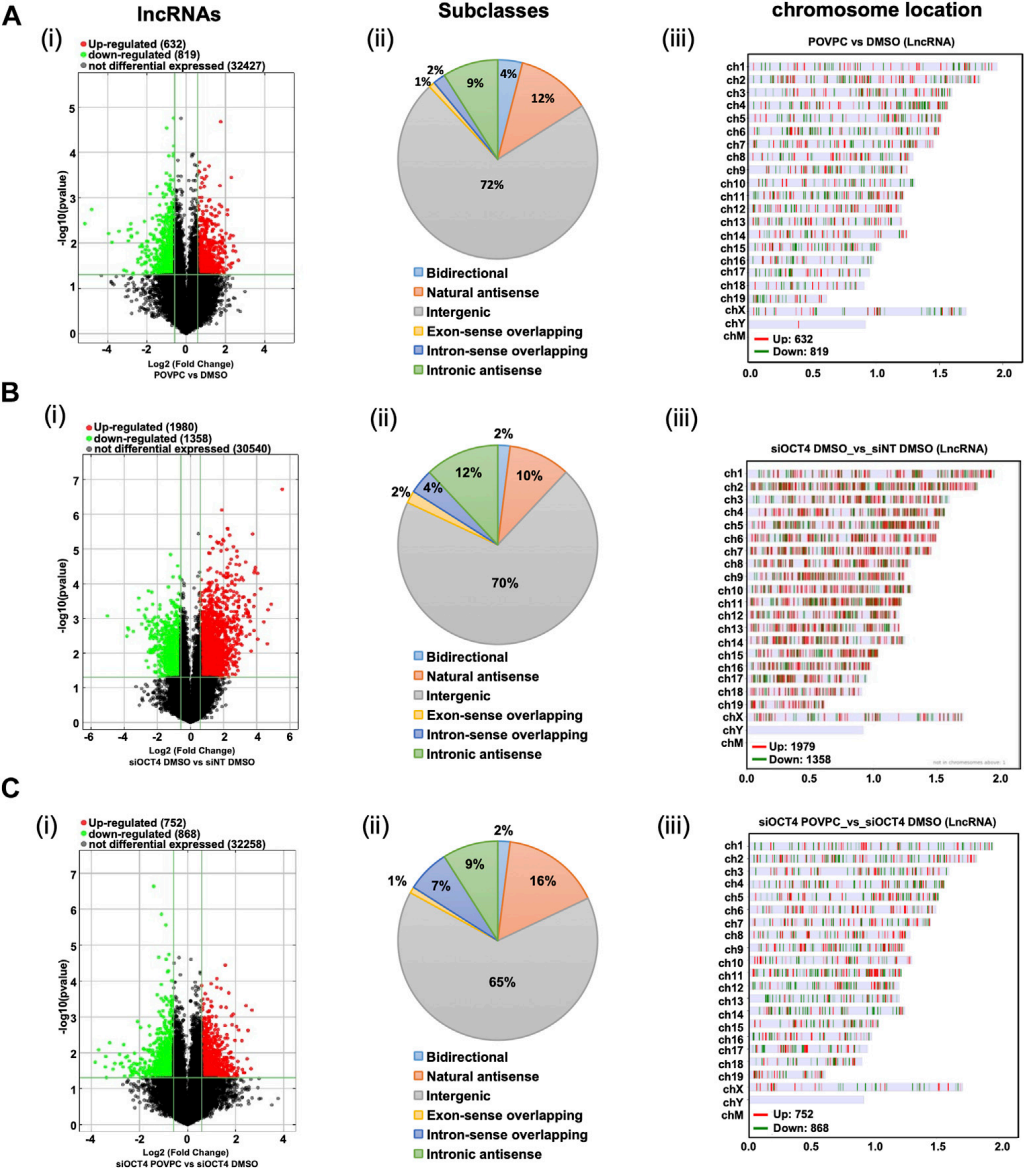
Differential expression and characteristics of lncRNAs**. (A)** POVPC vs. DMSO treatment groups (effect of POVPC in wild type SMC), **(B)** siOCT4-DMSO vs. siNT-DMSO groups (effect of OCT4 inactivation), **(C)** siOCT4-POVPC vs. siOCT4-DMSO groups (effect of POVPC in OCT4 deficient SMC). Volcano plot for significantly dysregulated lncRNAs (i), chromosome location (ii), and Subclasses (iii).

These data indicate that transient knockdown of *Oct4* in SMC results in robust dysregulation of lncRNAs, and these OCT4-dependent changes in lncRNA expression are higher than changes in lncRNA expression in response to the oxidized phospholipid POVPC treatment.

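The median absolute log2 fold change over the 33881 lncRNA probes was 0.245 in POVPC vs. DMSO in siNT cells, 0.305 in siOCT4-DMSO vs. siNT-DMSO and 0.235 in siOCT4-POVPC vs. siOCT4-DMSO. The ratio of the median of the Oct4 knockdown to that of POVPC in siNT cells was 1.25. With each array left out in turn it lay between 1.13 and 1.39, and with 75th percentile scaling it was 1.58. In 22 of 100 splits of the arrays it was as large, so chance cannot be excluded. The difference between the POVPC effects in siOCT4 and siNT cells was tested as an interaction in limma, and 0 lncRNA and 0 mRNA probes passed an adjusted p of 0.05, with a smallest adjusted p of 0.135. At an unadjusted p under 0.05, 2889 lncRNA and 1671 mRNA probes differed, where chance would give 1694 and 1031. With the slide as a block, which rests this difference on siOCT4-DMSO replicate 3, 1503 and 871 passed after adjustment. The paper takes its own data on dysregulated lncRNAs in Fig. 2 to indicate larger lncRNA changes with the knockdown than with POVPC.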

#### Differential expression of mRNA in MASMC

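Of the 20625 mRNA probes tested, 2 were called higher and 0 lower by limma in POVPC vs. DMSO in siNT cells. Slurp1, on chromosome 15, had a log2 fold change of 2.01 (standard error 0.24, adjusted p = 0.0476), and Spdya, on chromosome 17, had 1.85 (standard error 0.19, adjusted p = 0.0211). Both calls were lost without siNT-DMSO replicate 2 or 3, siNT-POVPC replicate 1 or 2 or any siOCT4-POVPC replicate, and that of Slurp1 also without siOCT4-DMSO replicate 1. The adjusted p without single arrays ran from 0.0124 to 0.369 for Slurp1 and from 0.00911 to 0.218 for Spdya. Slurp1 also lost its call with 75th percentile scaling, with the floor of 20 and without a filter on dim probes. Both calls were lost with only the 2 groups compared and with the replicate number as a block. The number of mRNA calls rose to 205 without siNT-DMSO replicate 1, 187 without siNT-POVPC replicate 3, 11 without siOCT4-DMSO replicate 3 and 7 without siOCT4-DMSO replicate 2, and it was 1 without siOCT4-DMSO replicate 1 and 0 without each of the others. In siOCT4-DMSO vs. siNT-DMSO, 795 mRNA probes were higher and 409 lower, while 75th percentile scaling gave 721 higher and 939 lower. The 1204 calls became 575 without siNT-DMSO replicate 3, 648 without siOCT4-DMSO replicate 1, 775 without siOCT4-DMSO replicate 2 and 2064 without siOCT4-DMSO replicate 3. Among calls with a name and no overlap between groups, Il7 on chromosome 3 rose most, by 4.12 on the log2 scale (standard error 0.27, adjusted p = 1.41e-05 from limma), from 8.72 ± 0.20 (SD, n = 3) in siNT-DMSO to 12.85 ± 0.62 (SD, n = 3) in siOCT4-DMSO. Actr3b on chromosome 5 had the largest fall with a name, a log2 fold change of -3.74 (standard error 0.25, adjusted p = 1.54e-05), from 8.84 ± 0.43 (SD, n = 3) to 5.10 ± 0.15 (SD, n = 3). With each array left out in turn, the log2 fold change stayed between 3.79 and 4.41 for Il7 and between -3.97 and -3.54 for Actr3b. In siOCT4-POVPC vs. siOCT4-DMSO, 1 mRNA probe without a name, ASMM10AP1B111500473V4, was called higher (adjusted p = 0.0107 from limma). It was not well above background on any siOCT4-DMSO array and was at least 2.52-fold higher with POVPC, against the lowest signal that was. Its call was lost without siOCT4-DMSO replicate 2 or siOCT4-POVPC replicate 3, with an adjusted p between 0.00616 and 0.134 over single arrays left out. It was also lost with normexp background correction, the floor of 20, the intensity trend, the replicate number as a block or only the 2 groups compared. The number of calls was 4 without siNT-POVPC replicate 3, 3 without siOCT4-DMSO replicate 1, and 2 without siNT-DMSO replicate 2 or siOCT4-POVPC replicate 1 or 2. At an unadjusted p under 0.05 and the fold limit, limma gave 1109 higher and 1165 lower mRNA probes, 1838 higher and 1349 lower, and 935 higher and 1247 lower in the 3 comparisons. The methods' t-test at its unadjusted threshold gave 450 higher and 515 lower, 991 higher and 728 lower, and 625 higher and 723 lower. After adjustment it left 0, 21 and 0, Il7 and Actr3b not among them. Within slide 1, limma gave 0 mRNA calls for POVPC in siNT cells, with 2107 at an unadjusted p, and 782 higher and 192 lower for the knockdown. With the slide as a block the 3 comparisons gave 11, 2064 and 2134 mRNA calls, and within slide 2 siOCT4-POVPC against siOCT4-DMSO replicate 3 alone gave 6500, both the 2134 and the 6500 resting on that lone array.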

Analysis of the mRNA expression levels (Supplementary Table S2) in the POVPC vs. DMSO treatment groups showed that 449 mRNAs were upregulated and 514 mRNAs were downregulated (Figure 3Ai), 991 up and 730 down in the siOCT4-DMSO vs. siNT-DMSO groups (Figure 3Bi), and 625 up and 720 down in the siOCT4-POVPC vs. siOCT4-DMSO groups (Figure 3Ci). To estimate the potential of the significantly differently expressed mRNAs to contribute to the phenotypic alterations in MASMC following OCT4 knockdown and POVPC administration, biological functional and pathway analysis was performed based on the GO terms and KEGG pathways.

**FIGURE 3:**
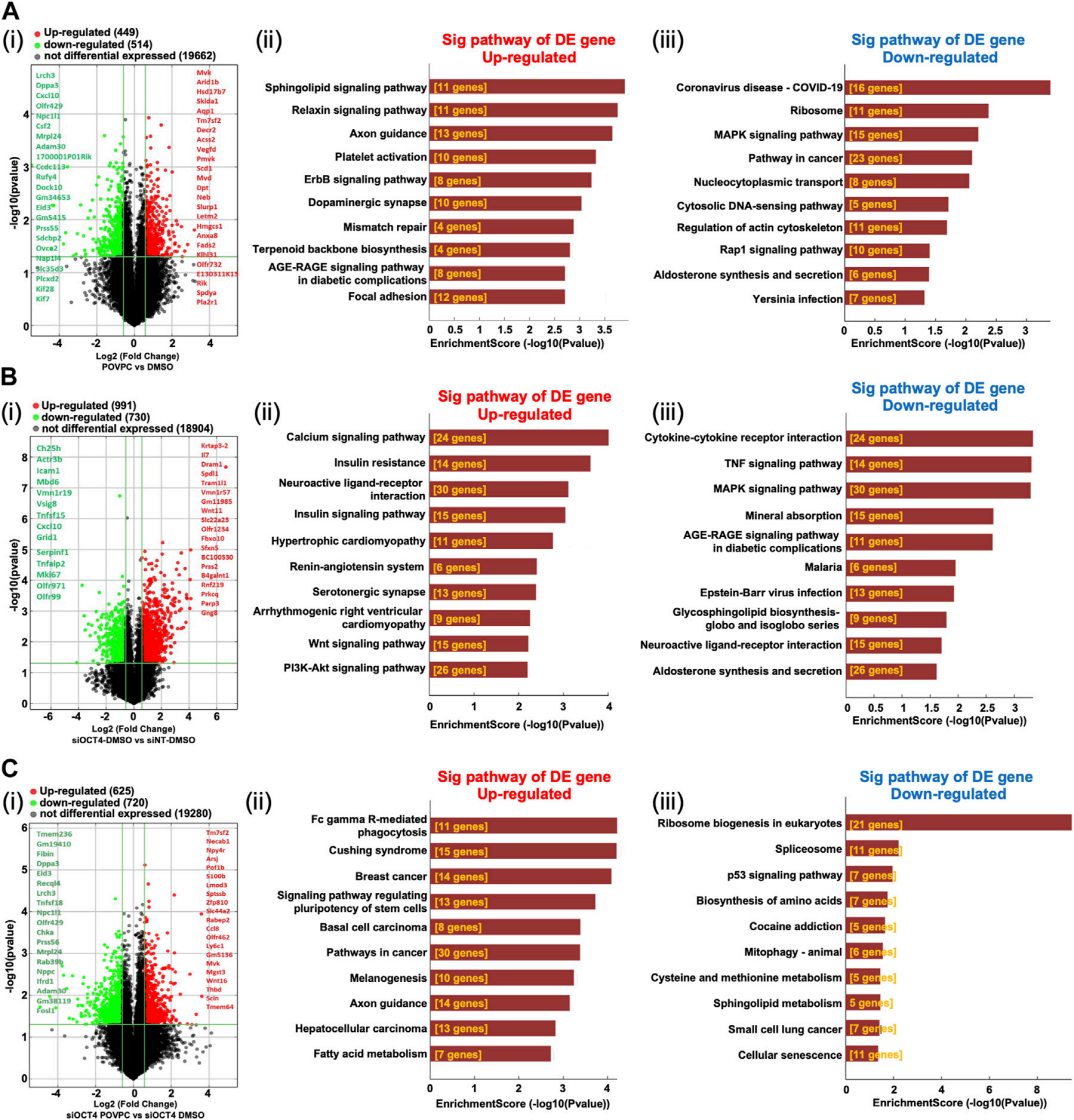
Differential expression and pathway analysis of mRNAs **(A)** POVPC vs. DMSO treatment groups (*effect of POVPC in wild type SMC*), **(B)** siOCT4-DMSO vs. siNT-DMSO groups (*effect of OCT4 inactivation*), **(C)** siOCT4-POVPC vs. siOCT4-DMSO groups (*effect of POVPC in OCT4 deficient SMC*). Volcano plot (i) and KEGG analysis for upregulated (ii) and downregulated (iii) mRNAs.

For POVPC vs. DMSO groups, the *axon guidance* and *focal adhesion* pathways appeared among the top upregulated KEGG pathways (Figure 3Aii). Moreover, the *regulation of cell adhesion* (GO:0030155) and *cell migration* (GO:0030335) GO terms were linked to both up- and downregulated genes. The *COVID-19* and *cancer pathways* were significantly enriched among the downregulated genes in the POVPC-treated cells compared to the control group (Figure 3iii). For the siOCT4-DMSO vs. siNT-DMSO groups, the *insulin* and *calcium signaling* pathways appeared among the top upregulated KEGG pathways (Figure 3Bii), whereas the *TNF signaling* and *cytokine-cytokine receptor* pathways were enriched among the top downregulated pathways (Figure 3BIii). For siOCT4-POVPC vs. siOCT4-DMSO groups, the *cancer* pathways and *phagocytosis* KEGG pathways were upregulated (Figure 3Cii), whereas the *ribosome biogenesis in eukaryotes*, *spliceosome*, *and cellular senescence* pathways were downregulated (Figure 3Ciii). The *ribosome biogenesis* (GO:0042254) and *mesenchymal cell differentiation* (GO:0030154) GO terms were linked to both up- and downregulated genes.

Importantly, these results were consistent with our data showing that OCT4 deficiency attenuated POVPC-induced SMC migration (Figure 1B) and led to increased phagocytosis (Figure 4A).

**FIGURE 4:**
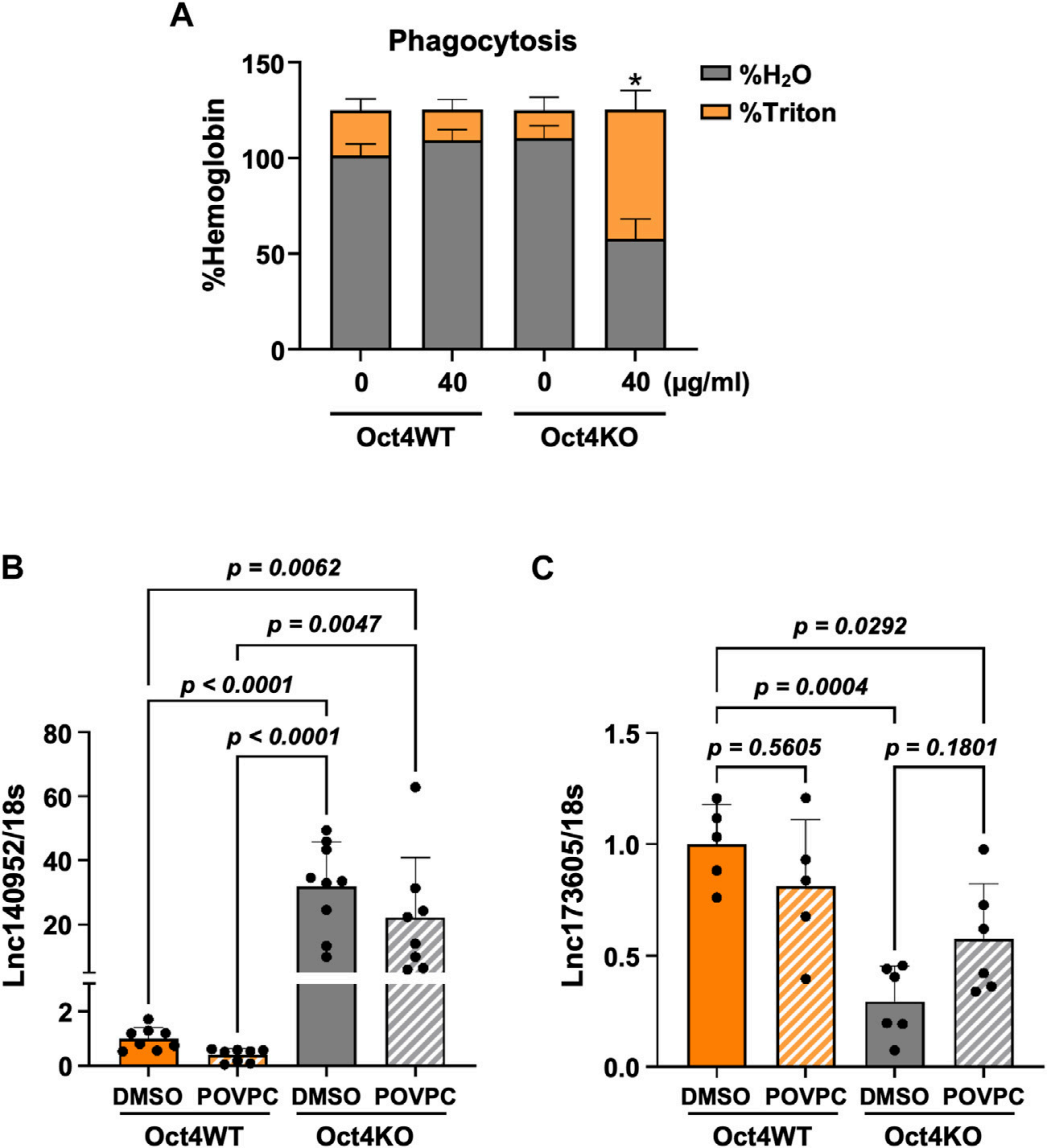
Loss of OCT4 in MASMC resulted in increased phagocytosis and differential expression of lncRNAs ENSMUST00000140952 (*Hoxb5os*) and ENSMUST00000173605. **(A)** *Oct4* wild-type (WT) and knockout (KO) MASMC were treated with oxLDL for 3 days. At day four, mouse red blood cells (RBSs) were plated on the top of SMC for 24 h. The membrane-bound RBCs were lysed by hypotonic shock (1 min in water on ice). MASMCs containing phagocytosed RBCs were lysed by 1% Triton-X100 in PBS. Hemoglobin was then separately assayed in hypotonic (H_2_O) and Triton lysates using 2-7-diaminofluorene reagent. *p < 0.05 by two-way ANOVA, followed by Tukey *post hoc* test (for differences in hemoglobin in the Triton fractions); *n* = 3 independent experiments. **(B,C)** Quantitative RT-PCR showing relative levels of ENSMUST00000140952 **(B)** and ENSMUST00000173605 **(C)** in *Oct4* WT and KO MASMSc treated with POVPC. *p* values were quantified by two-way ANOVA, followed by Tukey *post hoc* test; *n* = 5 biological replicates from 3 independent experiments.

#### Analysis of the functional relationships between lncRNAs and mRNAs in Oct4-deficient MASMCs

To determine the reported associations between the significantly differentially expressed mRNAs and lncRNAs and their established functional importance, we searched the LncDisease database. We examined the relationships between all mRNAs and lncRNAs that significantly altered in the treated group compared to the controls. Our analysis revealed 37 highly dysregulated lncRNAs connected to several differently expressed CVD-related mRNAs. 

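Hoxb5os (ENSMUST00000140952) is listed on the minus strand of chromosome 11 from 96293497 to 96305081, across from Hoxb6 (ENSMUST00000000704) on the plus strand from 96299171 to 96301568. The coordinates are those of the authors' tables, whose named mRNAs overlap the GRCm38 gene of the same symbol in 874 of 876 cases. In siNT cells the normalized log2 signal of Hoxb5os was 4.35 ± 1.02 (SD, n = 3) with DMSO, where 2 of 3 arrays were well above background, and 6.24 ± 0.22 (SD, n = 3) with POVPC. The log2 fold change was 1.88 (standard error 0.47, adjusted p = 0.157 from limma). It moved between 1.37 and 2.39 with each array left out in turn, and passed the adjusted threshold without siNT-DMSO replicate 1, where the adjusted p was 0.0403, the lowest of a range up to 0.409. Hoxb6 had a log2 fold change of 1.09 (standard error 0.29, adjusted p = 0.171 from limma). Notumos (ENSMUST00000151998), on the plus strand of chromosome 11 from 120659157 to 120661815, was not well above background on any siNT-POVPC array. Against the lowest signal that was, it was at least 2.64-fold lower with POVPC than with DMSO (adjusted p = 0.195 from limma). The bound compares the mean normalized log2 value of the brighter group with, for each dim array, the higher of its own value and the lowest signal among probes well above background. Notum, on the minus strand from 120653788 to 120660829, had a log2 fold change of -0.71 (standard error 0.22, adjusted p = 0.211 from limma). For all 4, the 3 POVPC arrays did not overlap the 3 DMSO arrays, which chance gives for 10% of probes, and the exact two-sided permutation p of 0.1 is the smallest that 3 arrays against 3 allow. At an unadjusted p, the methods' t-test called all 4, and after adjustment none.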

The top candidates in the POVPC vs. DMSO groups were the upregulated lncRNA ENSMUST00000140952 linked to the elevated *Hoxb6* mRNA and downregulated lncRNA ENSMUST00000151998 associated with downregulation of the nearby gene *Notum* (Figure 5Ai). 

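Gm16152 (ENSMUST00000131663), on the plus strand of chromosome 1 from 38388829 to 38390244, lies within Aff3, which the tables list on the minus strand from 38177326 to 38627185. The normalized log2 signal of Gm16152 was 5.86 ± 0.04 (SD, n = 3) in siNT-DMSO and 7.47 ± 0.19 (SD, n = 3) in siOCT4-DMSO, a log2 fold change of 1.60 (standard error 0.15, adjusted p = 0.000139 from limma). Aff3 had a log2 fold change of 2.16 (standard error 0.26, adjusted p = 0.000705 from limma), between 1.93 and 2.52 with each array left out. Zfp652os (ENSMUST00000155531), on the minus strand of chromosome 11 from 95700106 to 95712754, had 1.69 (standard error 0.47, adjusted p = 0.0557 from limma), which did not pass the threshold. It passed with 75th percentile scaling, among probes well above background on all arrays, and without siNT-POVPC replicate 3, while the adjusted p over single arrays left out ran from 0.0047 to 0.174. Zfp652, on the plus strand from 95712673 to 95772353, had a log2 fold change of 0.79 (standard error 0.19, adjusted p = 0.0348 from limma). That call was lost under 75th percentile scaling, normexp background correction and only the 2 groups compared, and without any single array of the 12 except siNT-POVPC replicate 3 and siOCT4-DMSO replicate 3, with an adjusted p between 0.0091 and 0.111. Gm12940 (ENSMUST00000137236), on the plus strand of chromosome 4 from 127035681 to 127049398, fell from 9.47 ± 0.31 (SD, n = 3) to 8.17 ± 0.15 (SD, n = 3), a log2 fold change of -1.31 (standard error 0.17, adjusted p = 0.00135 from limma). Zmym1, on the minus strand from 127047094 to 127061152, rose by 1.07 on the log2 scale (standard error 0.27, adjusted p = 0.0415 from limma). Its call was lost under the same 3 alternatives. It was also lost without any single array except siNT-DMSO replicate 2, siNT-POVPC replicate 3 and siOCT4-DMSO replicate 3, with an adjusted p between 0.0155 and 0.155. With the replicate number as a block, the calls of Zfp652 and Zmym1 were lost too. For each of the 6 transcripts the siOCT4-DMSO arrays did not overlap the siNT-DMSO arrays, where chance gives 10%, and 5 of the 6 passed the adjusted threshold. The methods' t-test called all 6 at an unadjusted p and none after adjustment.

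**Figure D1:**
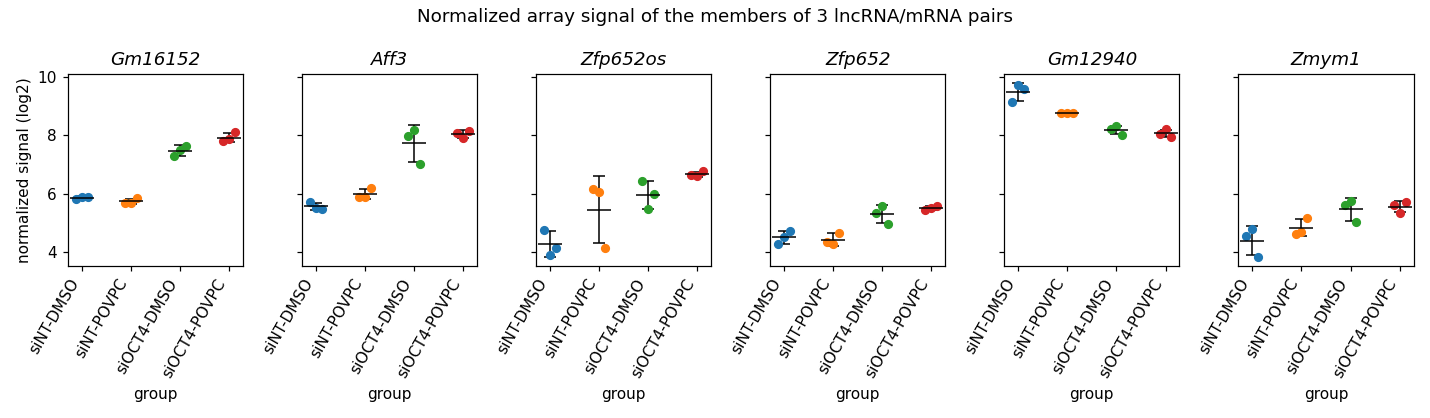
Normalized log2 array signal (vertical axis) of Gm16152 and Aff3, Zfp652os and Zfp652, and Gm12940 and Zmym1 in the 4 groups (horizontal axis). Points are the 3 arrays of each group, the long dash is the mean and the bars are the SD; Gm12940 is lower, and the other 5 are higher, on every siOCT4-DMSO array than on every siNT-DMSO array.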

In siOCT4-DMSO vs. si-NT-DMSO groups, the upregulated lncRNA ENSMUST00000131663 was associated with upregulated *Aff3*, upregulated ENSMUST00000155531 was associated with upregulated *Zfp652*, whereas downregulated ENSMUST00000137236 was associated with upregulation of *Zmym1* (Figure 5Bi). 

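In siOCT4 cells the normalized log2 signal of Hoxb5os (ENSMUST00000140952) was 5.17 ± 0.73 (SD, n = 3) with DMSO and 6.55 ± 0.38 (SD, n = 3) with POVPC, a log2 fold change of 1.38 (standard error 0.47, adjusted p = 0.290 from limma). Hoxb5, on the plus strand of chromosome 11 from 96303512 to 96306120, had a log2 fold change of 1.79 (standard error 0.56, adjusted p = 0.265 from limma). Gm15564 (ENSMUST00000173605), on the minus strand of chromosome 16 from 35966753 to 35983230, was at 13.33 ± 0.91 (SD, n = 3) with DMSO and 11.41 ± 0.32 (SD, n = 3) with POVPC. Its log2 fold change was -1.93 (standard error 0.88, adjusted p = 0.370 from limma). In siNT cells the same probe had a log2 fold change of -2.64 with POVPC (standard error 0.88, adjusted p = 0.224), and the difference between both kinds of cell had an adjusted p of 0.888. The 3 arrays of siNT-DMSO alone had an SD of 1.87 for it. Replicate 2 was its highest array in siNT-DMSO (14.74) and in siOCT4-DMSO (14.39), and the lowest for Hoxb5os in both (3.33 and 4.38). A difference of these arrays may thus be part of both POVPC changes. In siOCT4-DMSO vs. siNT-DMSO, Gm15564 had a log2 fold change of 0.08 (standard error 0.88, adjusted p = 0.967 from limma). Parp9, on the plus strand of chromosome 16 from 35939011 to 35972605, had a log2 fold change of 0.84 (standard error 0.40, adjusted p = 0.387 from limma). It was close to background, with 1 of 3 siOCT4-DMSO and 2 of 3 siOCT4-POVPC arrays well above it. None of the 4 passed the adjusted threshold in this comparison under limma, with any replicate left out, or with the slide as a block. The methods' t-test called all 4 at an unadjusted p.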

In siOCT4-POVPC vs. siOCT4-DMSO groups (Figure 5Ci), upregulated ENSMUST00000140952 was associated with upregulated *Hoxb5,* whereas downregulated ENSMUST00000173605 was associated with upregulated *Parp9*.

**FIGURE 5:**
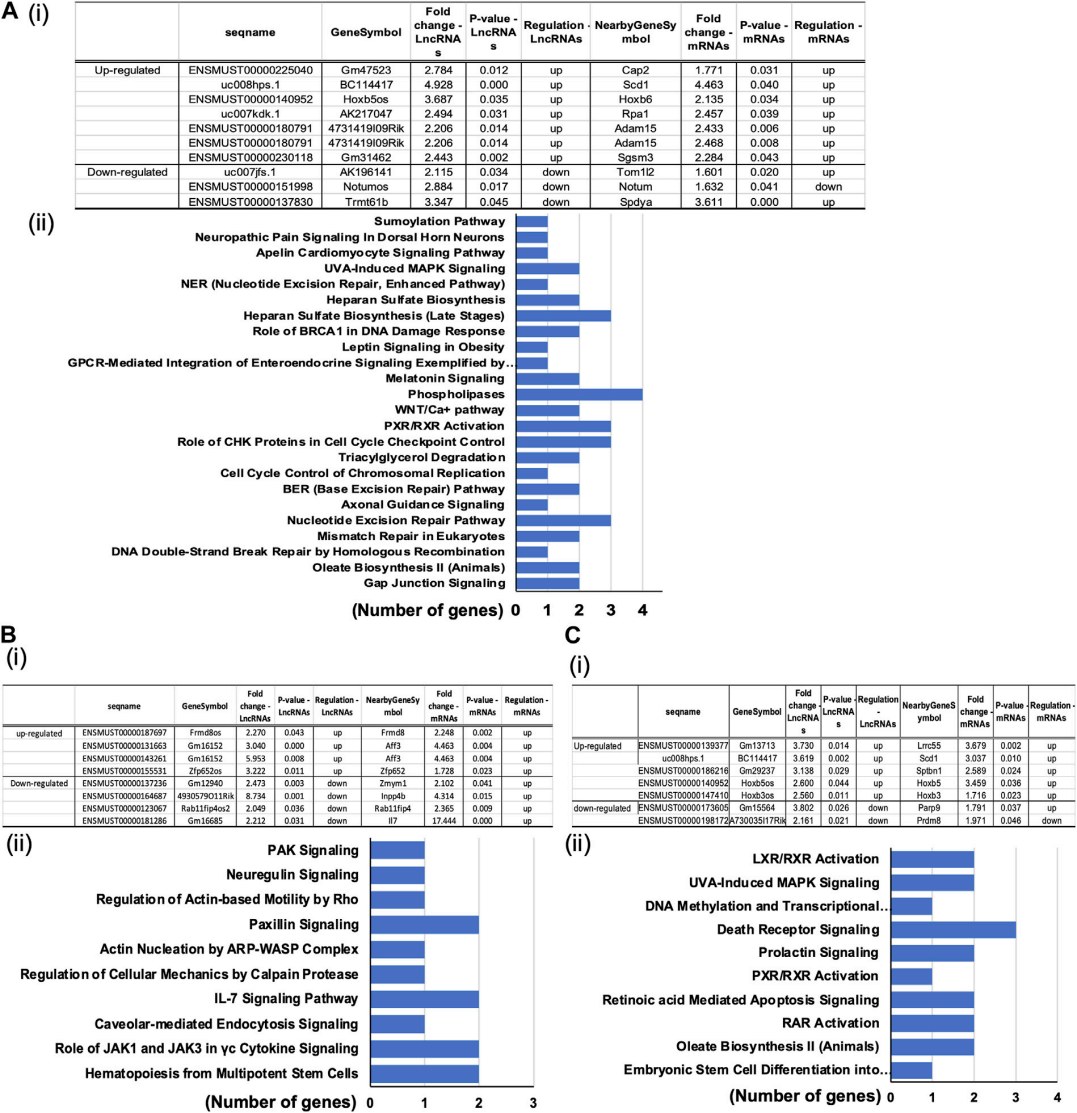
Predicted association of dysregulated lncRNAs to altered mRNA expression**. (A)** POVPC vs. DMSO treatment groups (effect of POVPC in wild type SMC), **(B)** siOCT4-DMSO vs. siNT-DMSO groups (effect of OCT4 inactivation), **(C)** siOCT4-POVPC vs. siOCT4-DMSO groups (effect of POVPC in OCT4 deficient SMC). Table lists microarray details of selected top lncRNA/mRNA predicted associations along with (i); KEGG pathway enrichment for mRNAs associated with lncRNAs based on the genomic proximity (<300 kbp) from IPA analysis (ii).

Furthermore, we analyzed the evolutionary conservation of these lncRNAs to assess whether these associations and potential mechanisms are conserved among vertebrates. The lncRNAs ENSMUST00000140952, ENSMUST00000155531, and ENSMUST00000137236 exhibit significant conservation across mammals, as calculated by phyloP (PHAST, cshl.edu), and UCSC browser multiz alignment, indicating the presence of potential orthologs with similar functions in other species (Kent et al., 2002). In contrast, ENSMUST00000173605 did not demonstrate any conservation (Supplementary Figure S1). Blast alignment of the three conserved lncRNAs identified three potential human orthologs: HOXB3-AS3, ZNF652-AS1, and ZMYM1, respectively. These orthologs not only display partial sequence conservation but are also positionally conserved within their genomic regions (Supplementary Figures S2–S4). Notably, the ZMYM1 gene is a protein-coding gene, but it has six non-protein processed transcripts that partially align (47%) with ENSMUST00000137236, suggesting they could function as antisense regulators for ZMYM1. While the conservation of ENSMUST00000140952.2 associated gene *Hoxb5os* with the human gene HOXB3-AS3 has been previously described (Papaioannou et al., 2019; Degani et al., 2021), further experimental validation of these bioinformatic predictions will be necessary to confirm the roles of ZNF652-AS1 and ZMYM1.

To validate our results further, we used our previously published bulk RNA sequencing data from OCT4 wild-type and knockout MASMC treated with POVPC (GSE75044) (Cherepanova et al., 2016). Importantly, despite the different OCT4 deficiency conditions (permanent long-term *Oct4* knockout vs. transient siRNA-induced knockdown), we found that genes that were identified as targets of the lncRNA in our current study, were also significantly upregulated in the OCT4 knockout cells, including upregulation of *Hoxb5/6*, *Aff3*, and *Zfp652.* In contrast*, Notum* was upregulated in wild-type cells in response to POVPC treatment (Supplementary Figure S5). Moreover, quantitative RT-PCR showed marked increases in ENSMUST00000140952 (Figure 4B) and decreases in ENSMUST00000173605 (Figure 4C) in *Oct4* knockout cells compared to wild-type SMC.

We examined the lncRNA and mRNA array data to find lncRNAs that may act as *cis* (promoter-associated) regulators of mRNAs since lncRNAs are known to regulate the expression of proximal protein-coding genes through *cis*-regulatory mechanisms (Marchese et al., 2017). Based on their genetic proximity (less than 300 kbp), 135 pairs of lncRNA-mRNA interactions were identified for the statistically differentially expressed lncRNAs, including antisense lncRNAs in all three experimental groups (Supplementary Table S3). 

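Table S3 lists 112 pairs in the form used here, 23 in POVPC vs. DMSO in siNT cells, 66 in siOCT4-DMSO vs. siNT-DMSO and 23 in siOCT4-POVPC vs. siOCT4-DMSO. The paper's text counts more pairs in siOCT4-DMSO vs. siNT-DMSO, so the tallies cover only the pairs listed. Both members of every pair were matched to a single probe by their p-value and fold change to 4 significant digits. In all 112 pairs, both members changed in the direction the table lists. The lncRNA and the mRNA of a pair changed in the same direction in 15, 35 and 18 of the pairs of the 3 comparisons. Both members had an unadjusted p under 0.05 from limma in 21, 64 and 15 pairs. After adjustment over all probes, both passed in 0, 36 and 0 pairs, and a single member passed in 2, 24 and 0. The table holds pairs chosen on these same arrays for their change, so the counts are not independent evidence. Leaving out single arrays moved the number of pairs with both members past the adjusted threshold between 12, without siNT-DMSO replicate 3, and 52, without siNT-POVPC replicate 3. It was 13 without siOCT4-DMSO replicate 1, 16 without siOCT4-DMSO replicate 2 and 23 without siOCT4-POVPC replicate 1 or 2. The methods' t-test called both members of all 112 at an unadjusted p and of 0 after adjustment.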

Interestingly, the highest number of lncRNA-mRNA pairs was observed in the siOCT4-DMSO vs. siNT-DMSO groups (89 pairs vs. 23 pairs in other studied groups), indicating that the effect of OCT4 is a primary driver of the observed lncRNA/mRNA interactions.

Functional analysis of these mRNAs by the DAVID tool showed their connection to several functional pathways, including Phospholipases, Cell cycle control, and Nucleotide excision repair pathways (Figure 5Aii) in POVPC vs. DMSO groups. Pathways related to the Paxillin signaling, IL-7 signaling, and The role of JAK1 and JAK3 in cytokine signaling were some of the enriched pathways in the siOCT4-DMSO vs. siNT-DMSO groups (Figure 5Bii). Further, in siOCT4-POVPC vs. siOCT4-DMSO groups, enrichment of pathways related to the *LXR/RAR* receptor signaling and Apoptosis were observed Figure 5Cii).

#### Dysregulation of miRNAs in Oct4 deficient MASMCs

A previous study performed a co-analysis of miRNA/mRNA in SMC dedifferentiation and found that a third of transcripts are regulated by miRNA (Du et al., 2022). To identify OCT4-dependent miRNAs, we performed a small RNA microarray on RNA isolated from MASMC transfected with a non-targeted pool and siRNA-OCT4 and treated with DMSO/POVPC for 24 h (Supplementary Table S4). Differential expression analysis identified 21 miRNAs in the POVPC vs. DMSO groups (Figure 6Ai, ii), 72 miRNAs in the siOCT4-DMSO vs. siNT-DMSO (Figure 6Bi, ii) groups, and 36 miRNAs in siOCT4-POVPC vs. siOCT4-DMSO (Figure 6Ci, ii. Supplementary Figure S6 shows the volcano plots for all the significantly dysregulated miRNAs.

**FIGURE 6:**
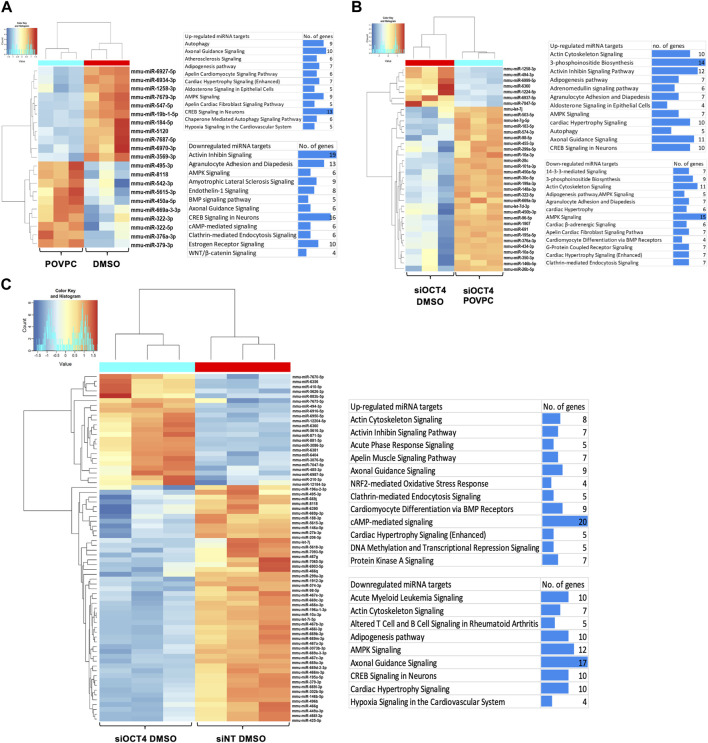
Differential expression of miRNAs and their predicted and experimentally validated mRNA targets in MASMCs **(A)** POVPC vs. DMSO treatment groups (effect of POVPC in wild type SMC), **(B)** siOCT4-DMSO vs. siNT-DMSO groups (effect of OCT4 inactivation), **(C)** siOCT4-POVPC vs. siOCT4-DMSO groups (effect of POVPC in OCT4 deficient SMC). Hierarchical clustering for differentially expressed miRNAs (i); biological functional analysis of significantly dysregulated miRNAs using IPA tool on all the known downstream mRNA targets of these miRNAs (i).

Differentially expressed miRNAs and mRNAs in different experimental groups were subjected to miRNA/mRNA cross-analyses. First, we identified these miRNAs’ known downstream target genes using the IPA miRNA target filtering tool. Then, we used DAVID to perform a biological functional analysis on these genes to determine which genes are regulated by these miRNAs and decide on their functional relevance (Figure 6Aiii, Biii, Ciii). This functional analysis utilizing differentially expressed mRNA targets of miRNAs indicated that differentially expressed miRNAs may upregulate mRNAs linked to the Atherosclerosis signaling, Axon guidance, and Autophagy in POVPC vs. DMSO groups and downregulate the Activin inhibin signaling, AMPK signaling, and Endothelin-1 signaling (Figure 6Aiii). Also, in the siOCT4-DMSO vs. si-NT-DMSO groups, mRNA targets of miRNAs, which were found to be upregulated, included Axon guidance, DNA methylation and Transcriptional repression signaling. In contrast, downregulated mRNA targets included AMPK signaling, Adipogenesis pathway, and Acute myeloid leukemia signaling (Figure 6Biii). In the siOCT4-POVPC vs. siOCT4-DMSO groups, the upregulated miRNA targets included Cardiac hypertrophy signaling, Axon guidance signaling, and CREB signaling in neurons, whereas the downregulated miRNA targets included AMPK signaling, Actin cytoskeleton signaling, and 3-phosphoinositide biosynthesis (Figure 6Ciii).

#### Integrative analysis of differentially expressed lncRNA, miRNA, and mRNA in OCT4-deficient MASMC

To explore the ability of lncRNA to act as ceRNAs (to affect mRNA levels by sequestering common miRNAs that target both lncRNAs and mRNAs), we integrated upregulated lncRNAs/mRNAs with the downregulated miRNAs. 

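The processed signal of 3 lncRNAs named for Fig. 5 was read from the scanner output before normalization. Hoxb5os (ENSMUST00000140952) had a mean of 23.3 in siNT-DMSO, 98.0 in siNT-POVPC, 39.4 in siOCT4-DMSO and 84.8 in siOCT4-POVPC, and its brightest siNT-POVPC array was at 119. Gm16152 (ENSMUST00000131663) had a mean of 52.7 in siNT-DMSO and 186 in siOCT4-DMSO. Zfp652os (ENSMUST00000155531) had a mean of 19.4 in siNT-DMSO and 65.4 in siOCT4-DMSO, with its brightest siOCT4-DMSO array at 88.5. Each mean is over the 3 arrays of the group. The processed signal is background-subtracted, and the raw intensities that Table S2 lists for Mvk are this signal, on each of the 6 arrays compared.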

For this analysis, we chose lncRNAs that were highly upregulated with a raw signal intensity of more than 100 (corresponding to the highly expressed genes in microarrays). Only lncRNAs listed in GENCODE and Ensemble or characterized by *Cabili et al.* (Yuan et al., 2022) were chosen for annotation purposes. We obtained data on miRNA binding to particular lncRNAs using LncBase v.2, included in DIANA Tools (Paraskevopoulou et al., 2016).

Three of the picked lncRNAs that were upregulated had more than one binding site for six downregulated miRNAs. Thirteen of the upregulated mRNAs were potential targets of these six miRNAs. Next, we connected these lncRNA/miRNAs pairs to the expression of mRNAs by functioning via potential ceRNA-mechanism (Table 1). In the POVPC vs. DMSO and siOCT4-POVPC vs. siOCT4-DMSO groups, ENSMUST00000140952 was shown to have seven and four potential binding sites for the downregulated mmu-miR-10a and mmu-miR-196a-1, correspondingly. Both miRNAs were previously linked to cell migration (Cui et al., 2021; Zeng and Li, 2014). These relationships may help to understand how ENSMUST00000140952 contributes to the upregulation of mRNAs such as *Hoxb6, Hoxb7, Hoxb4, Hoxb9, Hoxb5,* and *Hoxb3*, which are controlled by these miRNAs (Yang et al., 2018) (Table 1). 

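Of the 6 Hoxb mRNAs, probes could be named for Hoxb6, Hoxb5 and Hoxb3 from Table S3. In siNT cells Hoxb5 had a log2 fold change of 1.24 with POVPC (standard error 0.56, adjusted p = 0.336 from limma). Hoxb3, on chromosome 11 from 96343769 to 96346507, had -0.21 (standard error 0.24, adjusted p = 0.704). In siOCT4 cells, Hoxb6 had a log2 fold change of 0.70 with POVPC (standard error 0.29, adjusted p = 0.341). Hoxb3 rose there from 11.95 ± 0.38 (SD, n = 3) to 12.73 ± 0.03 (SD, n = 3), a log2 fold change of 0.78 (standard error 0.24, adjusted p = 0.266 from limma). The difference between both kinds of cell in the change of Hoxb3 was 0.99 (adjusted p = 0.566 from limma). With single arrays left out, the adjusted p of Hoxb3 in siOCT4 cells ran from 0.149 to 0.624. It passed with the slide as a block, where the log2 fold change rests on siOCT4-DMSO replicate 3 alone and was 1.22.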

In the siOCT4-DMSO vs. siNT-DMSO groups, the ENSMUST00000131663 lncRNA contained four binding sites for downregulated mmu-miR-486-5p and mmu-miR-96 recognized for controlling a number of the elevated mRNAs involved in proliferation such as *Aff3* (Lefevre et al., 2015)*, Rev1* (Chen et al., 2022), and *Eif5b* (Chukka et al., 2021), whereas the ENSMUST00000155531 lncRNA had four binding sites for downregulated mmu-miR-155 and mmu-miR-122 known to regulate mRNAs that were upregulated, such as *Zfp652, Gngt2, Phospho1,* and *Phb* (Table 1). Overall, these data indicate that upregulated lncRNAs may be able to sequester miRNAs in MASMCs, controlling the expression of their downstream target genes.

**TABLE 1:** List of Upregulated lncRNAs/mRNAs with potential downregulated miRNA targets.

LncRNA	Fold change	*p*-value	Micro RNA	No. of binding sites on lncRNA	Fold change	*p*-value
POVPC vs. DMSO						
ENSMUST00000140952	3.68	0.03	mmu-miR-10a	7	0.67	0.001
			mmu-miR-196a-1	4	0.01	0.001
siOCT4-DMSO vs. siNT-DMSO						
ENSMUST00000131663	3.03	0.001	mmu-miR-486-5p	4	0.89	0.014
			mmu-miR-96	4	0.53	0.001
ENSMUST00000155531	3.22	0.01	mmu-miR-155	4	0.79	0.016
			mmu-miR-122	4	0.46	0.001
siOCT4-POVPC vs. siOCT4-DMSO						
ENSMUST00000140952	2.59	0.04	mmu-miR-196a-1	4	0.01	0.001
			mmu-miR-10a	7	0.67	0.001
miRNA	mRNA					
mmu-miR-10a, mmu-miR-196a-1:	Hoxb6, Hoxb7, Hoxb 4, Hoxb9, Hoxb5, Hoxb3					
miR-486-5p, miR-96:	Aff3, Rev1, Eif5b					
mmu-miR-155, mmu-miR-122:	Zfp652, Gngt2, Phospho1, Phb					

Our analysis also found an inter-regulatory link between downregulated mRNA/lncRNA and upregulated miRNAs. In this instance, three of the selected downregulated lncRNAs, including ENSMUST00000151998, ENSMUST00000137236, and ENSMUST00000173605, had more than one binding site for nine of the upregulated miRNAs (Table 2). Eighty-eigh of the downregulated mRNAs were the targets of these nine miRNAs. 

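Tables 1 and 2 name 90 mRNAs, and probes could be named for 6 of them. The tables list mRNAs by miRNA, and the comparison was taken from where each table gives that miRNA. Of the mRNAs that Table 2 so places as downregulated in siOCT4-POVPC vs. siOCT4-DMSO, those with a named probe are Prrx1 and Hoxb3. Prrx1, on the minus strand of chromosome 1, has 2 named probes. The brighter had a normalized log2 signal of 10.10 ± 0.64 (SD, n = 3) in siOCT4-DMSO and 11.22 ± 0.06 (SD, n = 3) in siOCT4-POVPC, a log2 fold change of 1.12 (standard error 0.28, adjusted p = 0.235 from limma). The other had 0.78 (standard error 0.23, adjusted p = 0.253). Prrx1 and Hoxb3 were thus higher with POVPC in siOCT4 cells, by both Prrx1 probes, without passing the adjusted threshold in limma. By the same reading, Table 1 of the paper has Hoxb3 among the mRNAs upregulated in this comparison, so the paper's tables conflict for it. The mRNAs are listed there as potential targets of miRNAs. With the slide as a block, where the change rests on siOCT4-DMSO replicate 3 alone, the brighter Prrx1 probe passed, while its adjusted p ran from 0.0784 to 0.595 with single arrays left out.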

In the POVPC vs. DMSO groups, ENSMUST00000151998 had 22 and 6 anticipated binding sites for the upregulated mmu-miR-15a-5p and mmu-miR-322-5p, respectively. These lncRNA/miRNA relationships provide a potential mechanism on how this lncRNA contributes to the downregulation of mRNAs that are regulated by these miRNAs (Table 2). The ENSMUST00000137236 lncRNA, in siOCT4-DMSO vs. siNT-DMSO, had 15 and 13 predicted binding sites for the upregulated mmu-miR-146a-5p/mmu-miR-146b-5p and mmu-miR-15b-5p, respectively. These relationships provide a potential mechanism on how this lncRNA contributes to the downregulation of mRNAs (Table 2). In the siOCT4-POVPC vs. siOCT4-DMSO groups, downregulated ENSMUST00000173605 had three predicted binding sites for mmu-miR-10a-5p/mmu-miR-10b-5p, and two predicted sites for mmu-miR-15a-5p/mmu-miR-15b-5p and mmu-miR-30a-5p (all upregulated miRNAs), which were reported to regulate cell migration and apoptosis (Shen et al., 2021; Li et al., 2022; Chen et al., 2020), and phagocytosis (Cho et al., 2019; Murinello et al., 2019) and were associated with downregulated mRNAs (Table 2).

**TABLE 2:** List of downregulated lncRNAs/mRNAs with potential upregulated miRNA targets.

LncRNA	Fold change	*p*-value	Micro RNA	No. of binding sites on lncRNA	Fold change	*p*-value
POVPC vs. DMSO						
ENSMUST00000151998	−2.88	0.01	mmu-miR-15a-5p	22	1.59	0.01
			mmu-miR-322-5p	6	2.01	0.01
siOCT4-DMSO vs. siNT-DMSO						
ENSMUST00000137236	−2.47	0.002	mmu-miR-146a-5p, mmu-miR-146b-5p	15	1.472	0.03
			mmu-miR-15b-5p	13	1.428	0.04
siOCT4-POVPC vs. siOCT4-DMSO						
ENSMUST00000173605	−3.80	0.026	mmu-miR-10a-5p, mmu-miR-10b-5p	3	1.79	0.003
			mmu-miR-15a-5p, mmu-miR-15b-5p	2	1.63	0.03
			mmu-miR-30a-5p	2	1.53	0.006
			mmu-miR-376a-3p	1	1.66	0.04
miRNA	mRNA					
mmu-miR-15a-5p:	Dedd, E2f3, Tmem178b, Capza2, Glud1, Sema3a, Cbfa2t3, Nr2c2, Ttc14, Clock					
mmu-miR-322-5p:	Rnf111, Rgs8, Slc4a4, E2f3, Arpp21, Cyb561a3, Htr4, Lcor, Akap7, Slc22a23, Acvr2b, Adrb2					
mmu-miR-146a-5p:	Traf6, Rsad2					
mmu-miR-146b-5p:	Kctd15, Zfp532, Strbp, Ehf, Gabrb1, Smad4, Angptl2, Sfpq, Primpol, Tlcd5, Btla, Dcp1a, Itm2b, Syt1, Traf6, Ar, Slamf1, Lipa, Znrf3, Card10					
mmu-miR-15b-5p:	Tspyl2, Gpr174, Tmem178b, Cyb561a3, Atxn1l, Clock, Ncl, Fgd4					
mmu-miR-10a-5p:	Mapre1, Epha5, Myt1l, Tiam1, Flt1, Nr6a1, Hoxa1, Prrx1, Xrn1, Mapkbp1, Hoxd10, Nr4a3, Rybp, Lpar2, Rhpn2, Hdac4					
mmu-miR-10b-5p:	Hoxd10, Iffo2, Usp45, Tiam1, Hoxb3, Tiam1					
mmu-miR-30a-5p:	Ccne2, Gramd2, Adam9, Itga6, Ppp3cb, Sema3a					
mmu-miR-376a-3p:	Bcl9l, Kmt2a, Zfp148, Cdc34, E2f3, Crygf, Snx10, Zdhhc23					

Our integrative analysis indicates that OCT4 is a critical regulator of lncRNAs and miRNAs and their cross-interactions in mouse aortic SMC. Together with our published and new functional studies about the role of OCT4 in SMC phenotypic transitions, we can conclude that OCT4-dependent lncRNA/miRNA/mRNA interactions might significantly contribute to SMC-dependent vascular pathologies, including atherosclerosis (Figure 7).

**FIGURE 7:**
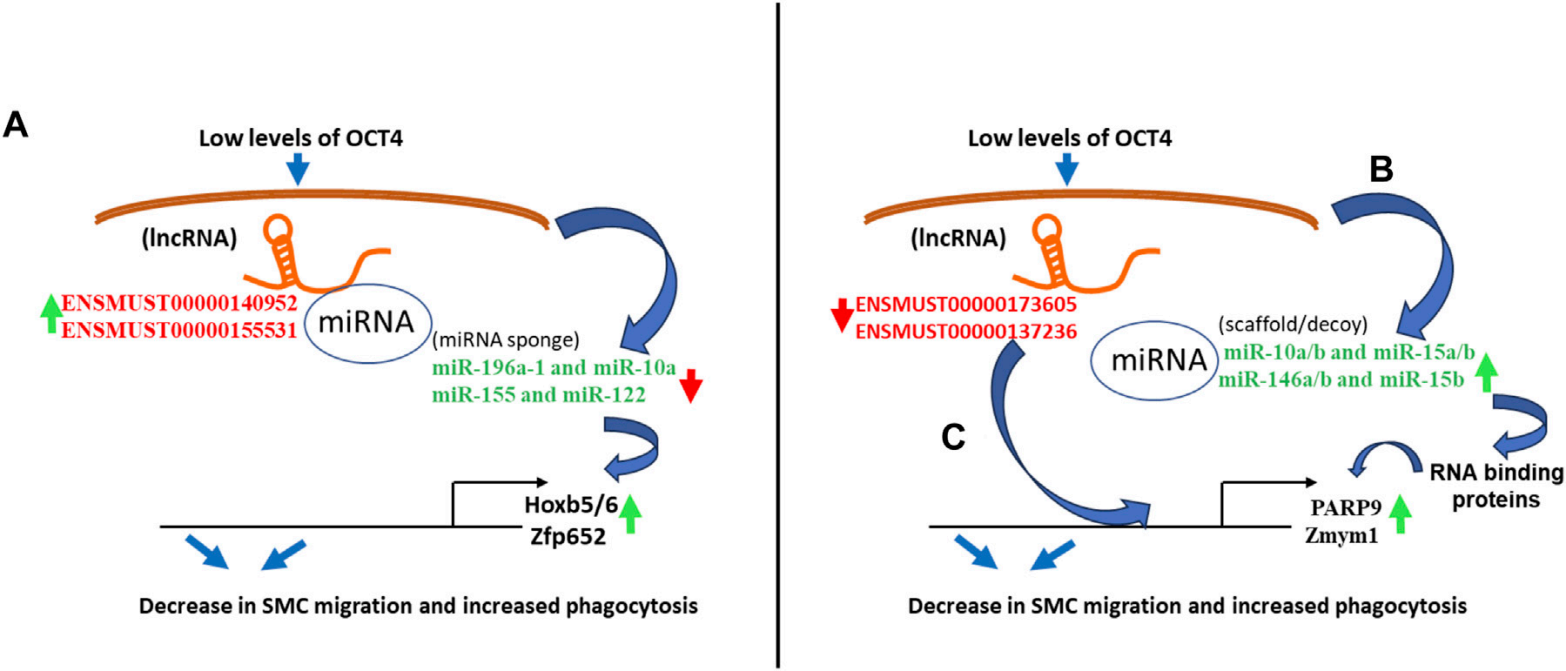
Schematic showing regulatory mechanisms obtained from the integrative analysis of the lncRNA-miRNA-mRNA interactions in OCT4 deficient SMCs. **(A)** Long non-coding RNAs (ENSMUST00000140952, ENSMUST00000155531) act as miRNA sponges (miR-196a-1 and miR-10a, miR-155 and miR-122) that regulate target gene expression (*Hoxb5/6*, Zfp652) **(B)** Decreases in lncRNAs (ENSMUST00000173605, ENSMUST00000137236) result in increased miRNA expression (miR-10a/b and miR-15a/b, miR-146a/b and miR-15b), which serve as scaffolding factors that “chaperone” RNA-binding proteins (RBPs) to form functional RNPs. In addition, or associated with this role, some small ncRNAs may act as molecular decoys, impairing the RBP-guided control of RNA fate by competing with other RNA substrates and, in turn, regulating the mRNA expression (*Parp9*, *Zmym1*) **(C)** Long non-coding RNAs (ENSMUST00000173605, ENSMUST00000137236) directly bind to mRNAs (*Parp9*, *Zmym1*) and regulate mRNA stability or competitively bind to mRNA to improve mRNA stability.

## Discussion

We previously demonstrated that the pluripotency factor OCT4 plays a critical regulatory role in vascular SMC phenotypic transitions *in vitro* and *in vivo*. Bulk RNAseq performed on *Oct4* knockout and wild-type MASMC revealed a robust dysregulation of gene expression in OCT4 deficient cells compared to control. However, nothing was known about the effects of OCT4 on non-coding RNAs or their potential contribution to OCT4-dependent responses in SMC. In this study, we performed an integrative bioinformatics analysis of the lncRNAs, miRNA, and mRNAs cross-interactions and predicted the potential role of these interactions in regulating OCT4-dependent phenotypic transitions of SMC. We utilized lncRNA/mRNA expression array and small RNA microarray to evaluate lncRNAs, miRNAs, and mRNA expression levels in mouse aortic SMC transfected with siRNA blocking *Oct4* (OCT4 deficient SMC). Our integrative analysis demonstrated an important role of OCT4 in regulating lncRNAs and miRNAs in vascular SMC and revealed several OCT4-dependent lncRNA/miRNA/mRNA associations in the differential regulation of pathways associated with cell migration, proliferation, and phagocytosis.

Our integrative analysis of the lncRNA/miRNA/mRNA interactions demonstrated another level of complexity in the molecular mechanisms responsible for vascular SMC phenotypic transitions. We previously showed that pluripotency factors OCT4 and Krϋppel-like factor 4 (KLF4) are the key transcriptional factors regulating SMC transitions *in vitro* and *in vivo*. Using SMC-lineage tracing and SMC-specific knockout mouse models, we found that OCT4 played an atheroprotective role in SMC, while KLF4 had the opposite atheropromoting role (Shankman et al., 2015; Cherepanova et al., 2016). Intriguingly, we found that KLF4 directly positively regulates OCT4 activation (Cherepanova et al., 2016), an observation that does not fit the opposite roles of these two transcriptional factors. Interestingly, previous studies in human embryonic stem cells showed that miR-145 is involved in a double-negative feedback loop along with OCT4 and KLF4 regulating balancing in cell pluripotency and differentiation (Xu et al., 2009). Our new data make it interesting to speculate that lncRNA/miRNA interactions might be involved in the OCT4/KLF4 crosstalk in SMC.

One of the top upregulated lncRNAs in MASMCs treated with the oxidized phospholipid POVPC and under OCT4 deficient (siOCT4-POVPC vs. siOCT4-DMSO) conditions was ENSMUST00000140952 localized in the nucleus, in the sense strand from the *Hoxb5/6* gene. HOXB5/6 has been associated with an increase in proliferation in breast cancer tissues and cell lines (Lee et al., 2015) and has been reported to promote the proliferation and migration of pancreatic cancer cells (Gao et al., 2020). Further studies are needed to determine the molecular relationship between *Hoxb5/6* and the adjacent lncRNA ENSMUST00000140952 in MASMC and atherosclerosis.

Long non-coding RNAs exhibit a faster evolutionary rate and are not as conserved across vertebrates as other RNA sequences. Among the limited number of lncRNAs conserved across species, their sequences are only partially preserved (Johnsson et al., 2014). While the field of non-coding RNA research is progressing towards revising potential models for lncRNA functional conservation, with a focus on short motif and structural domain analysis (Ross et al., 2021; Ross and Ulitsky, 2022), the notable degree of conservation observed in certain lncRNAs, such as the case of *Hoxb5os/HOXB3-A*S3 (Papaioannou et al., 2019; Degani et al., 2021), suggests their potential significance during development and physiological processes. Additionally, their dysregulation in various disease conditions may further underscore their functional relevance.

In addition, our analyses predicted associations between the gene/lncRNA pairs: *Zmym1*/ENSMUST00000137236 and *Parp9*/ENSMUST00000173605. The expression of the lncRNA, ENSMUST00000137236, was downregulated, and its associated mRNA, *Zmym1,* was upregulated in OCT4 deficient (siOCT4-DMSO vs. siNT-DMSO) MASMCs. The *Zmym1* gene has been reported to promote epithelial-to-mesenchymal transition and metastasis, cell growth and migration by inhibiting E-cadherin expression in gastric cancer (Yue et al., 2019). Downregulated ENSMUST00000173605 associated with upregulated *Parp9* (siOCT4-POVPC vs. siOCT4-DMSO). *Parp9* is reported to be involved in promoting the proliferation, survival, and chemotherapy resistance in lymphoma and prostate cancer, and its over-expression in human breast cancer is associated with cancer cell migration (Tang et al., 2018). In addition, PARP9 has been reported to regulate pro-inflammatory responses in macrophages (Iwata et al., 2016).

Analysis of differentially expressed miRNAs and their mRNA targets in OCT4 deficient cells revealed several upregulated miRNAs, including miR-10a/b, miR-15a/b, and miR-146a/b that target mRNAs involved in anti-migratory and pro-phagocytic signaling. Micro RNA-10a/b is implicated in the suppression of cardiac hypertrophy and cell survival (Stadthagen et al., 2013), while miR-15a/b has been implicated in other processes, such as suppression of cell survival and induction of apoptosis in chronic myeloid leukemia and endometrial cancer cells (Chen D. et al., 2017; Wang et al., 2017). Further, miR-146a is known to inhibit cancer migration, invasion, and metastasis by downregulating vascular endothelial growth factor (VEGF) through dual pathways in hepatocellular carcinoma cells (Sun et al., 2015; Yin et al., 2019).

It is known that lncRNAs control gene expression via sponging miRNAs, which in turn control mRNAs (Zhang et al., 2018). Several lncRNAs with binding sites for these downregulated anti-proliferative miRNAs were identified by our integrative bioinformatics analysis of the elevated lncRNA and mRNAs and the downregulated miRNAs in OCT4 deficient cells. We observed that ENSMUST00000140952 and ENSMUST00000155531 possessed binding sites for the miRNAs miR-196a-1 and miR-10a and miR-155 and miR-122, suggesting that they may be potential regulators of these miRNAs. Micro RNA-10a and miR-196a are reported to be oncogenic factors and are upregulated in various malignant tumor tissues (Bryant et al., 2012; Sun et al., 2012). Also, in non-small cell lung cancer (NSCLC) tissues, miR-196a was significantly upregulated, which in turn resulted in NSCLC cell migration and invasion, partially via downregulation of HOXA5 (Liu et al., 2012), and miR-155 has been implicated in with inflammation and cardiovascular diseases (Schroen and Heymans, 2012). In addition, previous reports characterized miR-155 and miR-122 as suppressors of cell migration and oxidative stress, including vascular SMC (Tong et al., 2023), whereas knockdown of miR-155-5p results in increased proliferation and migration of human brain micro-vessel ECs (Liu et al., 2015). Another significantly upregulated lncRNA, ENSMUST00000131663, had potential binding sites for miR-486-5p, which is known to function as a diagnostic marker for carotid artery stenosis and preventing endothelial dysfunction by inhibiting inflammation and oxidative stress (Zhu et al., 2022).

Similar to *Chinnappan et al.* (Chinnappan et al., 2019), who performed their integrative analysis on human pulmonary artery SMC, we found an association between the downregulated histone deacetylase 4 (*Hdac4*) and upregulated miR-10a/b (Table 2). This finding is very intriguing in that it suggests a critical role of this OCT4-dependent association in different types of SMC and adds another layer of complexity (chromatin modifiers) to the predicted OCT4-lncRNA-miRNA-regulatory network.

In summary, this study is the first attempt to elucidate novel potential OCT4-dependent interplay between lncRNAs, mRNAs, and miRNAs, which may play a role in phenotypic transitions of vascular SMC. We show that knockout of OCT4 results in robust dysregulation of lncRNA, miRNA, and their interactions, indicating that these interactions might be responsible for the observed OCT4-dependent functional effects (e.g., SMC migration, proliferation, and phagocytosis).

## Limitations of the study and future directions

However, our study has a few limitations. First, the lncRNA functions were characterized based on their primary sequence. However, recent reports suggest the additional role of tertiary structure in deciding lncRNA function (Mattick et al., 2023). Therefore, further functional and mechanistic studies are needed to investigate the role of the predicted lncRNA/miRNA/mRNA associations in SMC phenotypic transitions *in vitro* and *in vivo*. *Second*, although most of the non-coding RNAs were conserved in our study, it is possible that the OCT4-dependent molecular mechanisms associated with the murine phenotypic transition of vascular SMC may not be directly applicable to humans. Hence, additional experiments are required to validate the significance of the identified genes. *Third*, all experiments and analyses were performed *in vitro* using primary culture SMC. Therefore, further *in vivo* studies are needed to validate these results.

## Data Availability

The datasets presented in this study can be found in online repositories. Array data generated in this study were deposited into the Gene Expression Omnibus database [accession numbers GSE249982 (lnc/mRNA) and GSE249983 (small RNA/miRNA)]. We also used our previously published bulk RNAseq data (GSE75044).

# Supplementary material for: Integrative analysis of the lncRNA-miRNA-mRNA interactions in smooth muscle cell phenotypic transitions
**Source:** Front Genet. 2024 Apr 10;15:1356558. doi: 10.3389/fgene.2024.1356558
**Supplement:** Supplementary file 3

## **Integrative analysis of the lncRNA-miRNA-mRNA Interactions in Smooth Muscle Cell Phenotypic Transitions**

*Aatish Mahajan<sup>1</sup>, PhD; Junyoung Hong<sup>1</sup>, PhD; Irene Krukovets<sup>1</sup>, BS; Junchul Shin<sup>1</sup>, PhD; Svyatoslav Tkachenko<sup>2</sup>, PhD; Cristina Espinosa-Diez<sup>3</sup>, PhD; Gary K. Owens<sup>4</sup>, PhD; Olga A. Cherepanova<sup>1\*</sup>, PhD*

### ***Supplementary Figures***

# Supplementary Figure 1

## A ENSMUST00000140952 (Hoxb5os)

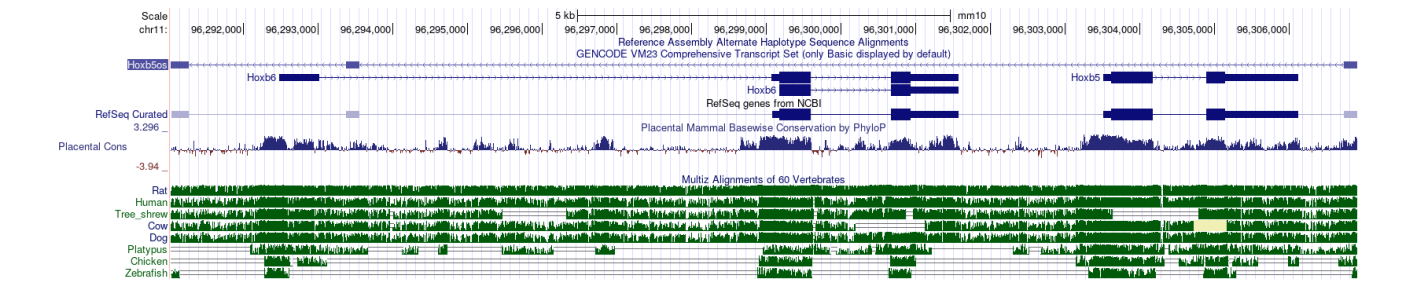

## B ENSMUST00000155531 (Zfp652os)

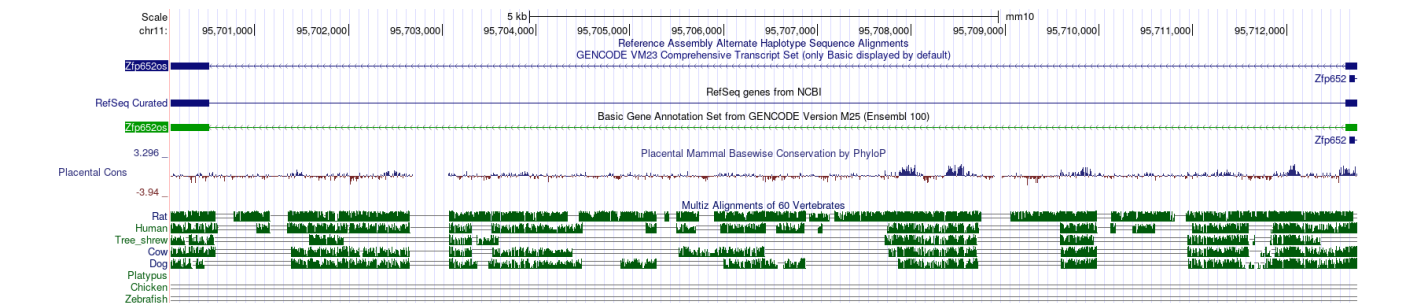

## C ENSMUST00000173605 (Gm15564)

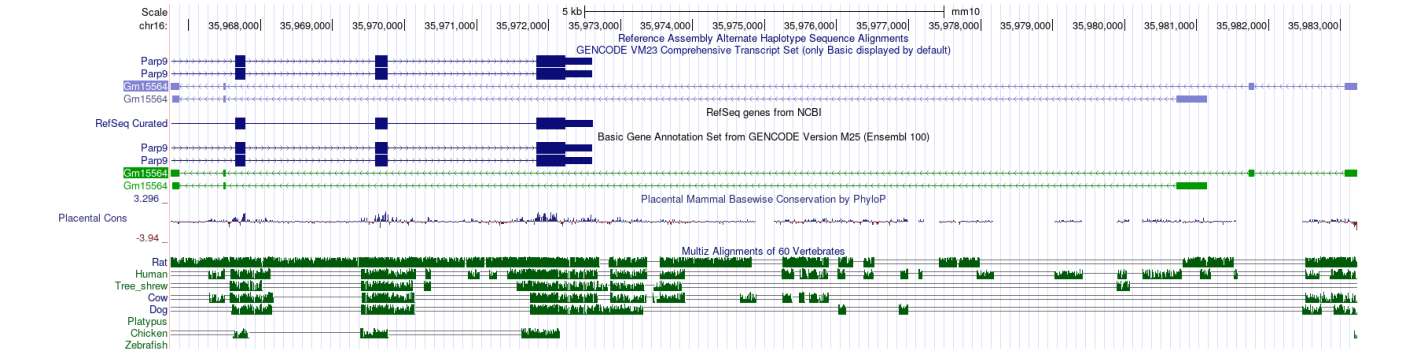

## D ENSMUST00000137236 (Gm12940)

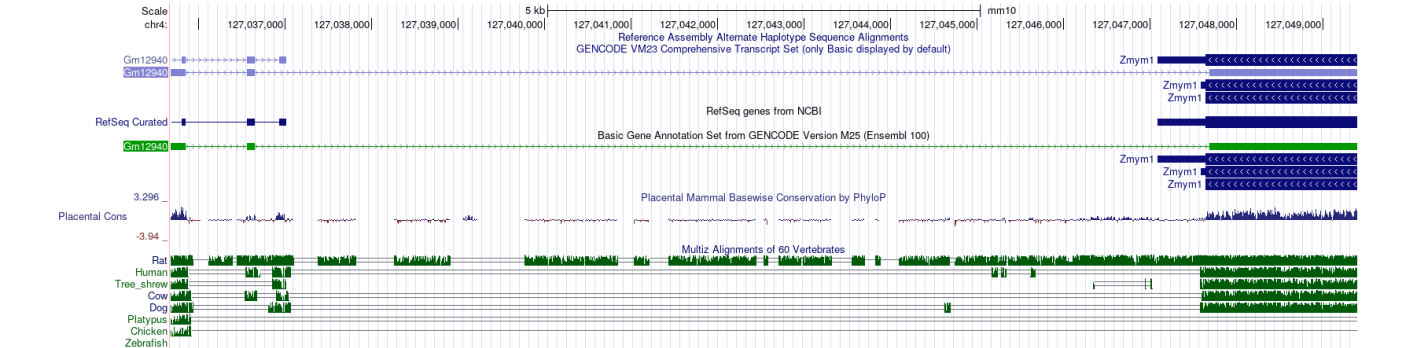

**Supplementary Figure 1. Analysis of lncRNA sequence conservation in placental mammals and vertebrates.** Representative images of UCSC browser alignment for (A) ENSMUST00000140952 (Hoxb5os), (B) ENSMUST00000155531 (Zfp652os), (C) ENSMUST00000173605 (Gm15564) and (D) ENSMUST00000137236 (Gm12940) genes. UCSC browser tracks show Reference assembly from GENCODE VM23 and NCBI. Conservation tracks show placental mammals and selected vertebrate evolutionary conservation analysis using phyloP method ([PHAST \(cshl.edu\)](http://phast.cshl.edu)). Conserved sites have positive scores (blue), while fast-evolving sites have negative scores (red).

Supplementary Figure 2

A

| Description                                                                                     | Scientific Name | Max Score | Query Cover | E value  | Per. Ident % | Accession                   |
|-------------------------------------------------------------------------------------------------|-----------------|-----------|-------------|----------|--------------|-----------------------------|
| Homo sapiens HOXB cluster antisense RNA 3 (HOXB-AS3), transcript variant 4, long non-coding RNA | Homo sapiens    | 148       | 82%         | 2.00E-33 | 85.5         | <a href="#">NR_033204.2</a> |
| Homo sapiens homeobox B5 (HOXB5), mRNA                                                          | Homo sapiens    | 141       | 62%         | 9.00E-32 | 91.84        | <a href="#">NM_002147.4</a> |
| Homo sapiens homeobox C6 (HOXC6), transcript variant 2, mRNA                                    | Homo sapiens    | 132       | 63%         | 2.00E-28 | 89           | <a href="#">NM_153693.5</a> |
| Homo sapiens homeobox C6 (HOXC6), transcript variant 1, mRNA                                    | Homo sapiens    | 132       | 63%         | 2.00E-28 | 89           | <a href="#">NM_004503.4</a> |
| Homo sapiens homeobox A6 (HOXA6), mRNA                                                          | Homo sapiens    | 123       | 62%         | 3.00E-26 | 87.76        | <a href="#">NM_024014.4</a> |
| Homo sapiens homeobox A7 (HOXA7), mRNA                                                          | Homo sapiens    | 123       | 63%         | 9.00E-26 | 87           | <a href="#">NM_006896.4</a> |
| Homo sapiens homeobox B4 (HOXB4), mRNA                                                          | Homo sapiens    | 123       | 63%         | 9.00E-26 | 87           | <a href="#">NM_024015.5</a> |
| Homo sapiens HOXA cluster antisense RNA 3 (HOXA-AS3), transcript variant 2, long non-coding RNA | Homo sapiens    | 123       | 63%         | 9.00E-26 | 87           | <a href="#">NR_038832.1</a> |
| Homo sapiens HOXA cluster antisense RNA 3 (HOXA-AS3), transcript variant 1, long non-coding RNA | Homo sapiens    | 123       | 63%         | 9.00E-26 | 87           | <a href="#">NR_038831.1</a> |
| Homo sapiens HOXB cluster antisense RNA 3 (HOXB-AS3), transcript variant 6, long non-coding RNA | Homo sapiens    | 104       | 47%         | 2.00E-20 | 90.67        | <a href="#">NR_110329.1</a> |
| Homo sapiens HOXB cluster antisense RNA 3 (HOXB-AS3), transcript variant 3, long non-coding RNA | Homo sapiens    | 101       | 46%         | 3.00E-19 | 90.41        | <a href="#">NR_033203.1</a> |

B

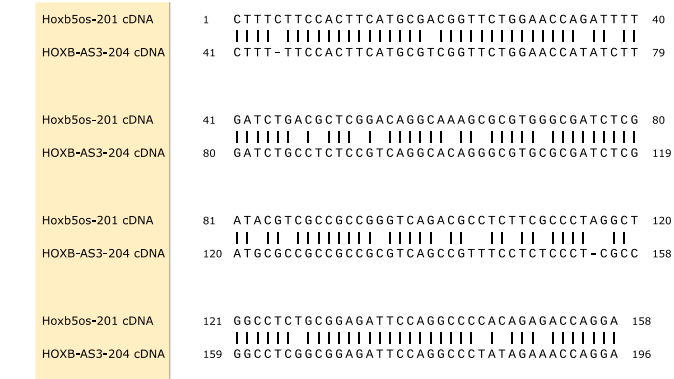

C

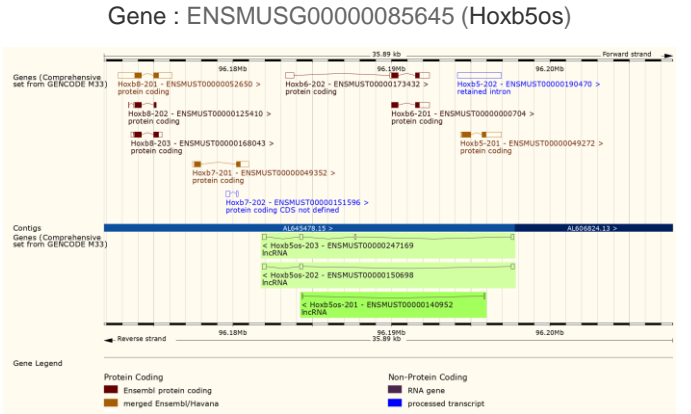

D

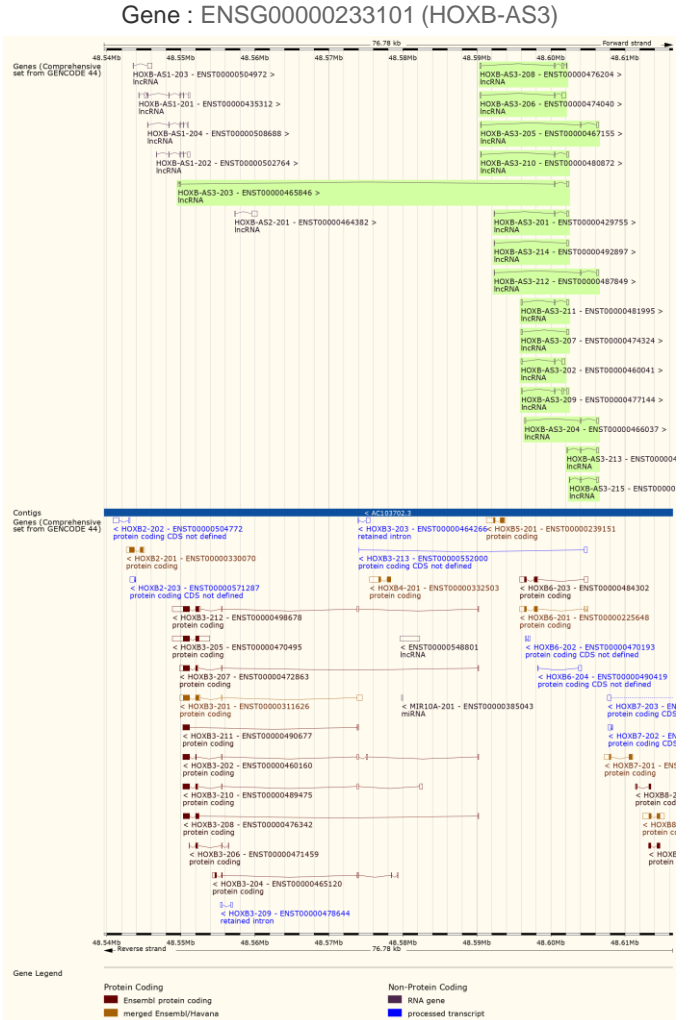

**Supplementary Figure 2. Characterization of human ortholog for ENSMUST00000140952.** (A) Summary table of top score Blastn alignments for ENSMUST00000140952 against the human genomic and transcript database. (B) Representative alignment of ENSMUST00000140952 (Hoxb5os-201) against the potential human ortholog transcript HOXB3-AS3-204. (C) Genomic location of ENSMUST00000140952 associated gene Hoxb5os. (D) Genomic location of the human potential human ortholog gene ENSG00000233101 (HOXB-AS3).

Supplementary Figure 3

A

| Description                                                                                 | Scientific Name | Max Score | Query Cover | E value  | Per. Ident % | Accession                      |
|---------------------------------------------------------------------------------------------|-----------------|-----------|-------------|----------|--------------|--------------------------------|
| Homo sapiens ZNF652 antisense RNA 1 (ZNF652-AS1), transcript variant 1, long non-coding RNA | Homo sapiens    | 157       | 19%         | 2.00E-35 | 84.25        | <a href="#">NR_110882.1</a>    |
| PREDICTED: Homo sapiens zinc finger protein 652 (ZNF652), transcript variant X8, mRNA       | Homo sapiens    | 75.2      | 8%          | 6.00E-11 | 86.89        | <a href="#">XM_047435629.1</a> |
| Homo sapiens zinc finger protein 652 (ZNF652), transcript variant 2, mRNA                   | Homo sapiens    | 75.2      | 8%          | 6.00E-11 | 86.89        | <a href="#">NM_014897.2</a>    |

B

|                     |     |                                          |     |
|---------------------|-----|------------------------------------------|-----|
| Zfp652os-201 cDNA   | 32  | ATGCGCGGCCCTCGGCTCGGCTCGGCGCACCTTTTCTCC  | 71  |
| ZNF652-AS1-202 cDNA | 1   | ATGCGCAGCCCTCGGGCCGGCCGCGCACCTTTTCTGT    | 40  |
| Zfp652os-201 cDNA   | 72  | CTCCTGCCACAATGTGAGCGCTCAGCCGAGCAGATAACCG | 111 |
| ZNF652-AS1-202 cDNA | 41  | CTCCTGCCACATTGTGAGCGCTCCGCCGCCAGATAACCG  | 80  |
| Zfp652os-201 cDNA   | 112 | CCGGCTGCCTGCTCCACCCCCGGCCCTT-GCCCACTCCGC | 150 |
| ZNF652-AS1-202 cDNA | 81  | CCGGCTCCCGCGCGCCGCCCG--CCTTCTCCCACTCCGC  | 118 |
| Zfp652os-201 cDNA   | 151 | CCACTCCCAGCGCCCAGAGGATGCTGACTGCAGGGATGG  | 190 |
| ZNF652-AS1-202 cDNA | 119 | CCACTGCCGGGAGCCAGGGGATGATG-CAGCA-----    | 150 |
| Zfp652os-201 cDNA   | 191 | AGGA-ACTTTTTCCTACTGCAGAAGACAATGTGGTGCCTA | 229 |
| ZNF652-AS1-202 cDNA | 151 | AGAAGAC-----CCACACCAGATGA-----GGCGCCT-   | 178 |
| Zfp652os-201 cDNA   | 230 | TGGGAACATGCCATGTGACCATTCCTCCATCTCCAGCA   | 269 |
| ZNF652-AS1-202 cDNA | 179 | TG--ATATTGGAT-TTCCAGCCTCCAGAACT--AAGCC   | 212 |
| Zfp652os-201 cDNA   | 270 | AGGCA-----CGCTG-----GGTGATGTGAAGAACCCAG  | 298 |
| ZNF652-AS1-202 cDNA | 213 | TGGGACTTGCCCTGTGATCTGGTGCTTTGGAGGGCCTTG  | 252 |
| Zfp652os-201 cDNA   | 299 | G---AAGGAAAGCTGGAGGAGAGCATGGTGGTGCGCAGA  | 334 |
| ZNF652-AS1-202 cDNA | 253 | GGCCTCAGG---GCT-----AGCAAGGTCCCT-----    | 276 |
| Zfp652os-201 cDNA   | 335 | GCGGGATT-TGGGGA---AG---CCCTG--AGCCCTGCT  | 364 |
| ZNF652-AS1-202 cDNA | 276 | -----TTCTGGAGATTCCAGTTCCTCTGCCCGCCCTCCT  | 310 |

C

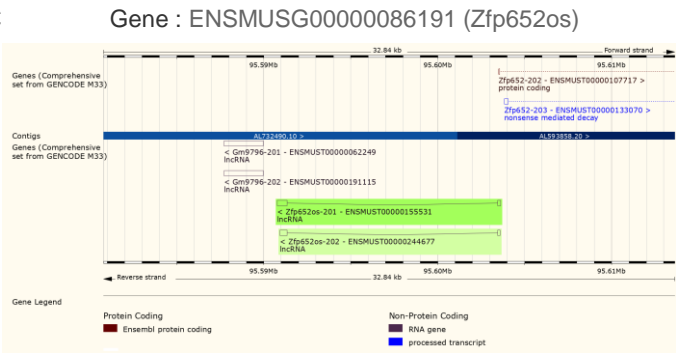

D

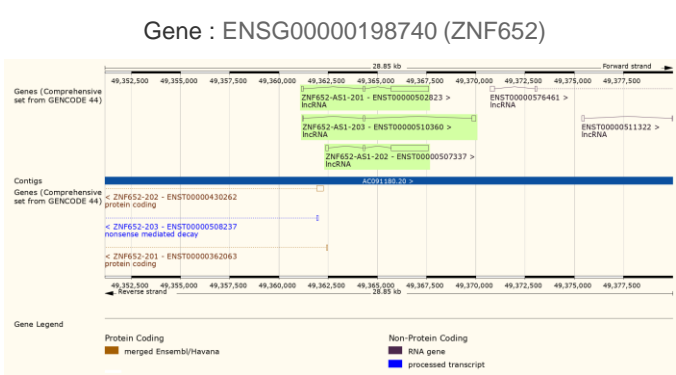

**Supplementary Figure 3. Characterization of human ortholog for ENSMUST00000155531.** (A) Summary table of top score Blastn alignments for ENSMUST00000155531 against the human genomic and transcript database. (B) Representative alignment of ENSMUST00000155531 (Zfp652os-201) against the potential human ortholog transcript ZNF652-AS1-202. (C) Genomic location of ENSMUST00000155531 associated gene Zfp652os. (D) Genomic location of the human potential human ortholog gene ENSG00000248714 (ZNF652-AS1).

Supplementary Figure 4

A

| Description                                                                        | Scientific Name | Max Score | Query Cover | E value | Per. Ident % | Accession      |
|------------------------------------------------------------------------------------|-----------------|-----------|-------------|---------|--------------|----------------|
| Homo sapiens zinc finger MYM-type containing 1 (ZMYM1), transcript variant 1, mRNA | Homo sapiens    | 1349      | 86%         | 0       | 77.65        | NM_001289088.2 |
| Homo sapiens zinc finger MYM-type containing 1 (ZMYM1), transcript variant 6, mRNA | Homo sapiens    | 1349      | 86%         | 0       | 77.65        | NM_001319955.2 |
| Homo sapiens zinc finger MYM-type containing 1 (ZMYM1), transcript variant 3, mRNA | Homo sapiens    | 1349      | 86%         | 0       | 77.65        | NM_001289089.2 |
| Homo sapiens zinc finger MYM-type containing 1 (ZMYM1), transcript variant 2, mRNA | Homo sapiens    | 1349      | 86%         | 0       | 77.65        | NM_001289091.2 |
| Homo sapiens zinc finger MYM-type containing 1 (ZMYM1), transcript variant 4, mRNA | Homo sapiens    | 1349      | 86%         | 0       | 77.65        | NM_001289092.2 |
| Homo sapiens zinc finger MYM-type containing 1 (ZMYM1), transcript variant 5, mRNA | Homo sapiens    | 1349      | 86%         | 0       | 77.65        | NM_024772.5    |

B

|                  |     |                                           |     |
|------------------|-----|-------------------------------------------|-----|
| Gm12940-202 cDNA | 327 | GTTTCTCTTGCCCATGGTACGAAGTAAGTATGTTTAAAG   | 366 |
| ZMYM1-206 cDNA   | 5   | GTTTCGCTT-----CGAAG-----ATTGTTTCAG        | 28  |
| Gm12940-202 cDNA | 367 | ATGAGACAGCGT-----GGAAATGACTTCTCATTATTTG   | 401 |
| ZMYM1-206 cDNA   | 29  | A-----AGCGTTGGGCGG-----GGCGTC-----C       | 48  |
| Gm12940-202 cDNA | 402 | CTGA-AGTAATTGGCCAGATAAAGCAATAT-GCAACAG-   | 438 |
| ZMYM1-206 cDNA   | 49  | CTGAGAGAAATTAG-----AATCTGGAAACTGT         | 76  |
| Gm12940-202 cDNA | 438 | -CTTCGTGATACAAGGAA--TATTATTGTGGA----GAGC  | 471 |
| ZMYM1-206 cDNA   | 77  | TCTTCAGG---AAGAAACCCATTAGTTTGGAACTGGAGA   | 112 |
| Gm12940-202 cDNA | 472 | ATGC---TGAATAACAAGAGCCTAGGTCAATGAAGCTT    | 508 |
| ZMYM1-206 cDNA   | 113 | ATTCCTTTGCGAT----CAGATACTA---AAATGA-----  | 139 |
| Gm12940-202 cDNA | 509 | AAGGACCCATCCTCTGCGATGAAG--TTGAAACCTGCATA  | 546 |
| ZMYM1-206 cDNA   | 140 | AAGAACC---ACTTTTAGTTGGAGTATTG-----TCATA   | 170 |
| Gm12940-202 cDNA | 547 | CTGCCGGTAAAA--TCGGAGCTC--GGGAATGATGCTG-   | 581 |
| ZMYM1-206 cDNA   | 170 | -----GGCAACAGTCCGAACTCAGGAGAAATGA--ACTGA  | 203 |
| Gm12940-202 cDNA | 581 | -CATCAA-GCT-TATAGAATTCCTG-GATGTGCTTGGCTG  | 617 |
| ZMYM1-206 cDNA   | 204 | AAATAAATGCTGTGT----TTTCAGAGA-GTGCTTCACAG  | 238 |
| Gm12940-202 cDNA | 618 | TTG-CTTCATTTAATGGCTCATTCCACTT-----AAGTAAC | 652 |
| ZMYM1-206 cDNA   | 239 | TTGACTGCA-----GG--CATTCAGCTTTCTCTGGCATC   | 270 |

C

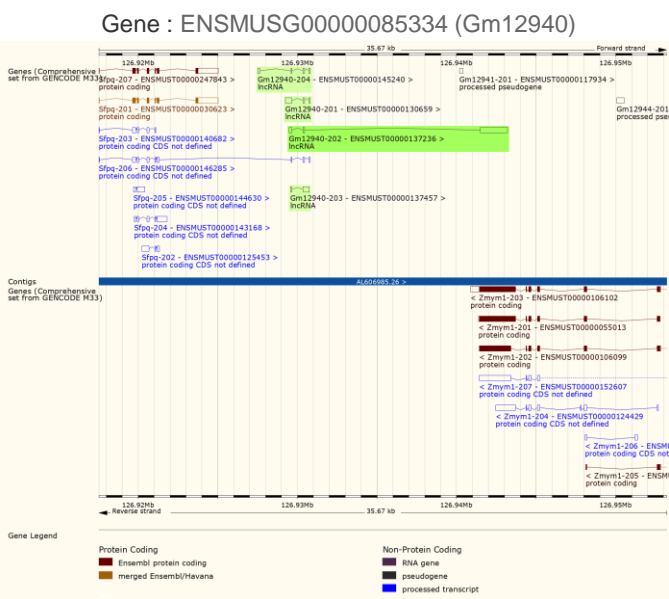

D

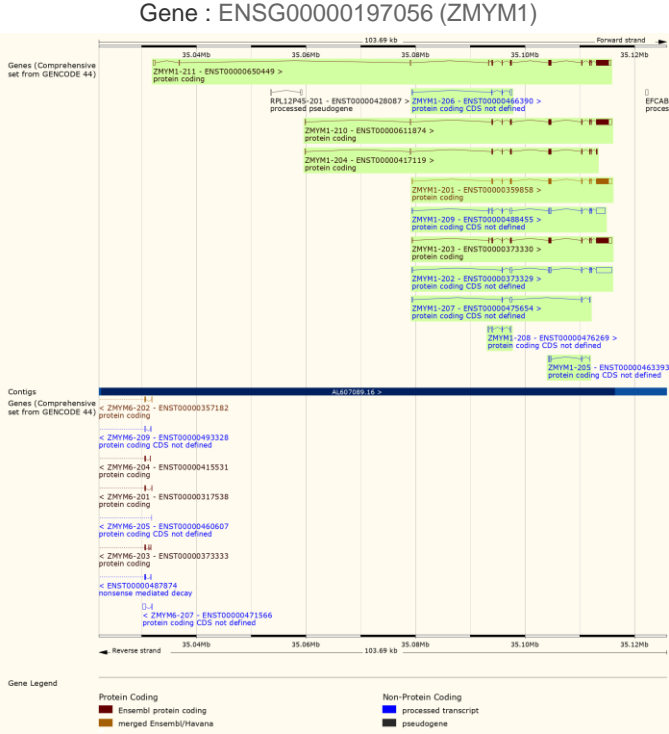

**Supplementary Figure 4. Characterization of human ortholog for ENSMUST00000137236. (A)** Summary table of top score Blastn alignments for ENSMUST00000137236 against the human genomic and transcript database. **(B)** Representative alignment of ENSMUST00000137236 (Gm12940-202) against the potential human ortholog transcript ZMYM1-206. **(C)** Genomic location of ENSMUST00000137236 associated gene Gm12940. **(D)** Genomic location of the human potential human ortholog gene ENSG00000197056 (ZMYM1). Protein coding transcripts are represented in red while processed transcripts with non-defined coding sequence (CDS) are represented in blue.

Supplementary Figure 5

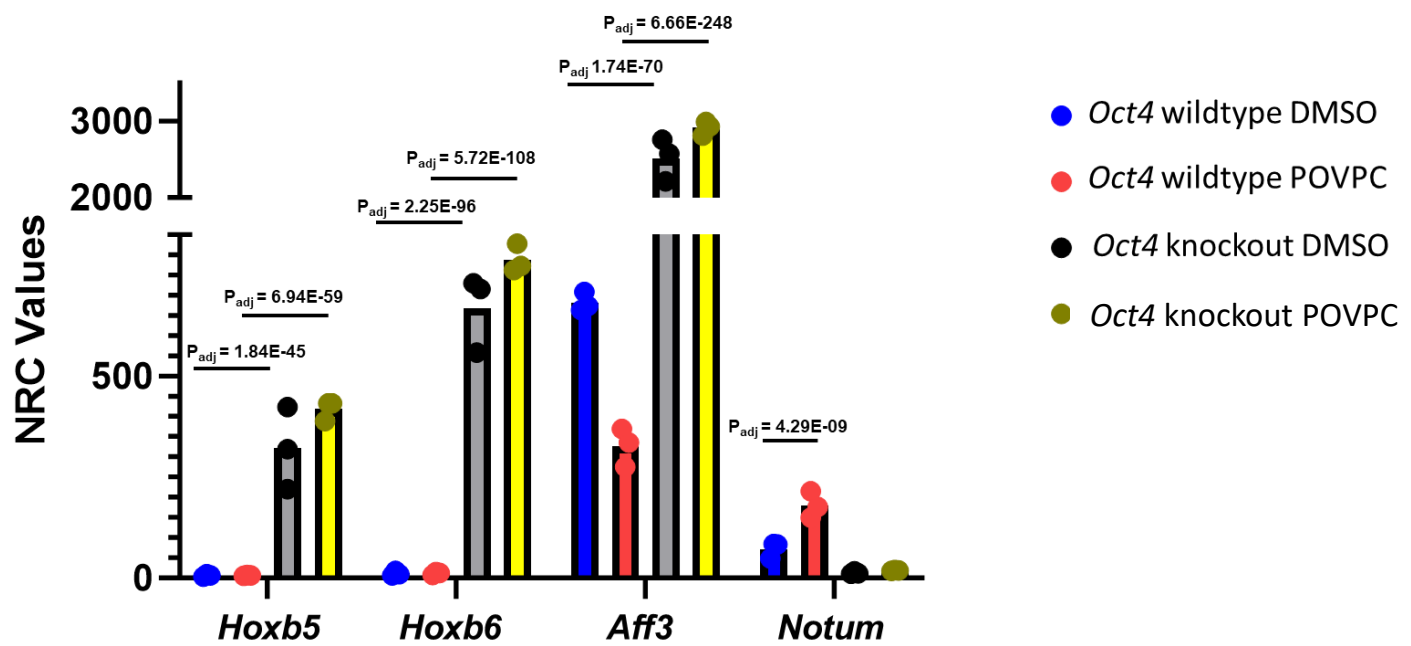

**Supplementary Figure 5.** Normalized read count (NRC) values for *Hoxb5*, *Hoxb6*, *Aff3*, and *Notum* from previously published bulk RNAseq on *Oct4* wildtype and knockout mouse aortic SMC treated with POVPC (GSE75044),  $n = 3$ .  $P_{adj}$  = P adjusted.

# Supplementary Figure 6

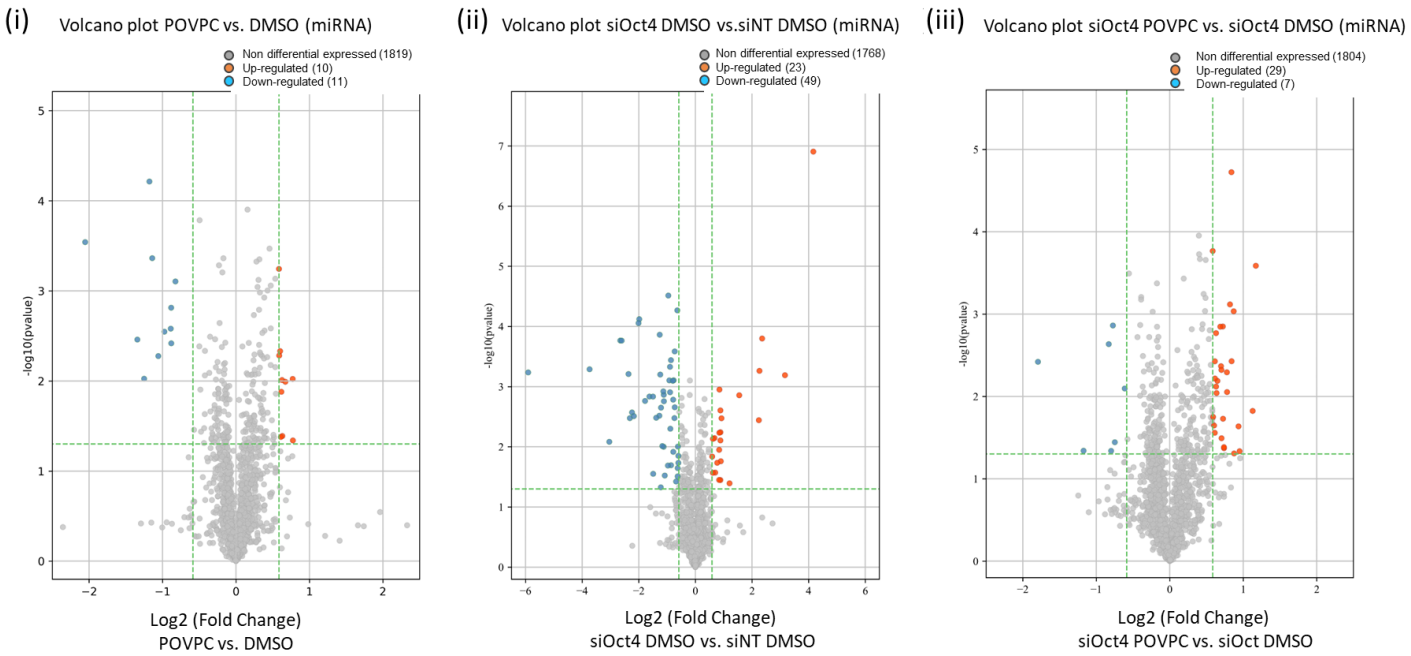

**Supplementary Figure 6.** Volcano plot of significantly dysregulated miRNAs for POVPC vs. DMSO treated SMCs (i), siOCT4-DMSO vs. siNT-DMSO (ii) and siOCT4-POVPC vs. siOCT4-DMSO (iii).

How the deposited data were processed for this re-analysis (not part of the article)

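The re-analysis used the deposited files of the lncRNA and mRNA arrays of mouse aortic SMC, with 3 arrays in each of 4 groups. The small RNA arrays, the qRT-PCR and the functional assays were not analysed here. For each array the authors deposited the output of Agilent Feature Extraction 11.0.1.1, in which the processed signal is an intensity after the software's background subtraction, and the median signal and background are intensities as scanned. The authors also deposited a table of log2 values for 60641 probes, which their methods describe as quantile normalized. The columns of that table have a median of 6.37, and each column correlated with the log2 processed signal of its array with an r between 0.997 and 1 across probes. The paper's supplementary tables give the authors' p-values, fold changes (ratio of group means) and adjusted p-values for part of the probes.

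From the scanner output, outlier-flagged spots were set to missing, signals under 5 were set to 5, and the log2 values were quantile normalized over the 12 arrays with limma 3.58.1 in R 4.3.3. The probes are those of the authors' table. Probes whose names start with the prefix that Table S2 shows for mRNAs were taken as mRNA probes, and all others as lncRNA probes. Probes well above background on at least 3 of the 12 arrays were tested. A model with a mean for each of the 4 groups was fitted with limma's lmFit and eBayes, and 3 comparisons and their interaction were taken from it. All groups share an estimate of the spread. P-values were adjusted by Benjamini-Hochberg over the 54506 probes of both classes. A call has an adjusted p under 0.05 and a fold change of at least 1.5, and no fold limit was set for the interaction. The group comparisons, tests, alternatives and the rule for the transcripts to name were written before the data were examined. That rule names every lncRNA and mRNA that the text, Fig. 5 and Tables 1 and 2 name as an array result, with the lists of the tables as tallies, Oct4 and markers of SMC (Klf4, Acta2, Tagln, Myh11 and Cnn1), for which no probe could be named, and for each comparison and class the 3 largest rises and 3 largest falls among calls whose groups do not overlap; of probes without a name, at most 2 rises and 2 falls are printed. Values in the paper's tables had been seen by then.

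The fit was tested on simulated data with the real probes' means and spreads, independent between probes, in which 200 probes per comparison were changed by 2 on the log2 scale. Of these, 160 were recovered in POVPC vs. DMSO in siNT cells, 164 in siOCT4-DMSO vs. siNT-DMSO and 161 in siOCT4-POVPC vs. siOCT4-DMSO, with 7, 8 and 7 false calls over 54506 probes.

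Gene names came from the supplementary tables. Table S1 names 298 lncRNA probes and Table S2 857 mRNA probes by the probe's name. Table S3 gives transcripts without probes, which were matched by p-value and fold change to 4 significant digits, with the methods' t-test on the authors' log2 values. In 29 of 29 transcripts that could be checked against Tables S1 and S2, the match gave the same probe. The t-test recomputed the listed p-values and fold changes of all 298 and 857 probes. Coordinates are those of the tables. The scanner files' headers name another build, but 874 of 876 named mRNAs overlap the gene of the same symbol in the GRCm38 gene table.

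Gene list tests planned for pathways were not run. The named probes cover few members of each list, and nearly all were chosen by the authors for their change, so no list has a neutral background. A tally of sterol biosynthesis genes was made on probes of Table S2, which were chosen for their change with POVPC in siNT cells. The level of Oct4 could not be read for the same lack of names. Exact permutation tests of 3 arrays against 3 are two-sided and cannot give a p below 0.1. The spread of spots within an array was read from 50 probes printed 10 times, whose median SD was between 0.05 and 0.10 on the log2 scale.

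The alternatives were 75th percentile scaling, normexp background correction with an offset of 50, the authors' log2 values, a floor of 20, no filter on dim probes, probes well above background on all arrays, only the 2 groups compared, eBayes with an intensity trend and robust hyperparameters, the methods' t-test at an unadjusted p and after adjustment, limma at an unadjusted p, no fold limit, the replicate number as a block, the slide as a block, and each array left out in turn. The scan date is the same as the slide here. The scanner files hold no mean signal, so normexp used the median signal, which was chosen after seeing the data, as was the methods' t-test on the authors' values.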

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

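The numbers of lncRNA calls in POVPC vs. DMSO in siNT cells, siOCT4-DMSO vs. siNT-DMSO, siOCT4-POVPC vs. siOCT4-DMSO and the interaction were 2, 2392, 0 and 0, and of mRNA calls 2, 1204, 1 and 0. The methods' t-test on the authors' values and the use of the median signal in normexp were chosen after seeing the data. The larger number in siOCT4-DMSO vs. siNT-DMSO than in either POVPC comparison held under every setting below for lncRNA, and for mRNA under all but the slide as a block. The causes of the changes were not tested, apart from those that the test's own construction gives.

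At an unadjusted p with the fold limit, limma gave 3379, 5750, 2723 and 2653 lncRNA and 2274, 3187, 2182 and 1526 mRNA calls. The methods' t-test gave 1454, 3336 and 1642 lncRNA and 965, 1719 and 1348 mRNA calls unadjusted, and 0, 51 and 3, and 0, 21 and 0, after adjustment. On the authors' values it gave 1451, 3339 and 1620, and 963, 1721 and 1345. With only the 2 groups compared the counts were 0, 520 and 0, and 0, 257 and 0, from fewer arrays in the fit. With the slide as a block they were 14, 3912, 2971 and 1503, and 11, 2064, 2134 and 871. The first 2 comparisons then have the counts they have without siOCT4-DMSO replicate 3, and the last 2 rest on that array. Normexp gave 22 lncRNA and 15 mRNA calls in POVPC vs. DMSO and 0 mRNA calls in siOCT4-POVPC vs. siOCT4-DMSO. The floor of 20 gave 5 lncRNA calls in the first comparison, and 3 lncRNA and 3 mRNA calls in the last. 75th percentile scaling gave 1 mRNA call in the first, and 11 lncRNA and 10 mRNA calls in the last. No filter gave 2 mRNA calls in the last, and the stricter filter, the intensity trend and the replicate block gave 0.

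75th percentile scaling moved the median of all probes in siOCT4-DMSO vs. siNT-DMSO from -0.06 to -0.20 on the log2 scale. The calls went from 67.1% to 41.8% higher for lncRNA (1341 higher and 1869 lower) and from 66.0% to 43.4% for mRNA (721 and 939), so their direction as a whole depends on the scaling. The same probes made up 1913 of the 2392 lncRNA calls. Normexp gave 71.1% higher for lncRNA.

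As a whole the replicate numbers did not pair the samples, since 3 of 18 correlations between same-numbered deviations were above 0.1 (range -0.20 to 0.36). The highest was between replicate 2 of siNT-DMSO and of siOCT4-DMSO, so a difference shared by that pair stays open. With the replicate number as a block the counts were 1, 2031 and 0 for lncRNA and 0, 978 and 0 for mRNA.

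With each replicate left out, POVPC vs. DMSO gave between 0 and 299 lncRNA calls (the highest without siNT-DMSO replicate 1, and 210 without siNT-POVPC replicate 3) and between 0 and 205 mRNA calls (187 without siNT-POVPC replicate 3). siOCT4-DMSO vs. siNT-DMSO gave between 1162 and 3912 lncRNA and between 575 and 2064 mRNA calls, lowest without siNT-DMSO replicate 3 and highest without siOCT4-DMSO replicate 3, with 1279 and 648 without siOCT4-DMSO replicate 1 and 1550 and 775 without replicate 2. siOCT4-POVPC vs. siOCT4-DMSO gave between 0 and 8, and between 0 and 4. The interaction gave 0 throughout. The ratio of the lncRNA medians, 1.25, lay between 1.13 and 1.39, and was 1.58 with 75th percentile scaling.

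Of the 14 members of the pairs named in the text, 5 passed, 3 with normexp, only the 2 groups compared or the replicate block, 0 with the t-test after adjustment, and 13 and 14 at an unadjusted p with limma and the t-test. Adjusted over the list alone, 12 passed, but the list was chosen on these arrays. Left-out replicates gave between 3 and 6. Of the pairs of Table S3, 36 passed, 5 with only the 2 groups compared, 23 with the replicate block, 0, 100 and 112 with the adjusted t-test, unadjusted limma and the unadjusted t-test, and between 12 and 52 with a replicate left out. Of the entries of Tables 1 and 2, 2 passed, 1 with 75th percentile scaling, normexp, only the 2 groups compared or the replicate block, 0, 7 and 5 with those 3 tests in the same order (the unadjusted t-test on the authors' values giving 14, 112 and 5 for the 3 tallies), and between 1 and 2 with a replicate left out. Of the 36 changes of named transcripts recomputed (25 with the stricter filter), none reversed its direction, and those no longer past the threshold were 3 with 75th percentile scaling or normexp, 2 with the floor of 20, 1 with no filter or the intensity trend, 8 with only the 2 groups compared, 19 with the t-test after adjustment, 7 with the replicate block, and between 0 and 8 with a replicate left out. With the slide as a block 2 more passed, and at an unadjusted p 12 more with limma and 11 more with the t-test. With 3 arrays per group and dim probes such as Parp9 and Notumos near background, small changes in them cannot be read. The set tests for gene lists and the mean over a gene's probes were not run, the scan date is the slide, and the t-test and the fit of only 2 groups give no interaction.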

Differences from the paper's values

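The paper counts 632 lncRNAs as upregulated and 819 as downregulated in POVPC vs. DMSO, where 1 and 1 were called here with limma and an adjusted p. For siOCT4-DMSO vs. siNT-DMSO the paper's 1358 downregulated lncRNAs stand against 787. For siOCT4-POVPC vs. siOCT4-DMSO its 752 upregulated and 868 downregulated lncRNAs stand against 0 and 0, with 1048 and 1675 at an unadjusted p and the fold limit in limma. Of mRNAs, the paper counts 449 upregulated and 514 downregulated in POVPC vs. DMSO, against 2 and 0 (1109 and 1165 at an unadjusted p). It counts 730 downregulated in siOCT4-DMSO vs. siNT-DMSO, against 409. In siOCT4-POVPC vs. siOCT4-DMSO it counts 625 upregulated and 720 downregulated, against 1 and 0 (935 and 1247 at an unadjusted p).

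Of the alternatives set before the data were examined, the methods' t-test at an unadjusted p brought all 12 counts of the paper within 1.5 times, with 3 of 12 equal and a largest difference of 19. The headers of the paper's Tables S1 and S2 name an unpaired t-test, while its methods name filtering by volcano plot. Without the adjustment, 5% of the 33881 lncRNA probes, 1694, and of the 20625 mRNA probes, 1031, would pass by chance before the fold limit. The others left most counts apart, as 2 of 12 were within 1.5 times in the values reported here. Within 1.5 times were 4 of 12 with 75th percentile scaling or without siNT-POVPC replicate 3, 3 of 12 with the slide as a block or without siNT-DMSO replicate 2 or siOCT4-DMSO replicate 3, 2 of 12 with the authors' values, the floor of 20, no filter, the stricter filter, the intensity trend, limma at an unadjusted p, no fold limit, the replicate block, and without siNT-DMSO replicate 1 or siNT-POVPC replicate 1, and 0 of 12 with normexp, only the 2 groups compared, the t-test after adjustment and the other replicates left out. The methods' t-test on the authors' values, chosen after seeing the values, gave 11 of the 12 counts exactly and the remaining count with a difference of 1. It drops 0 of the 1155 probes that Tables S1 and S2 list as called in POVPC vs. DMSO. Among these probes, the smallest adjusted p-value the paper lists is 0.238 for the 298 lncRNAs and 0.556 for the 857 mRNAs. They are part of the probes the paper counts in POVPC vs. DMSO, for lncRNAs only rising ones. The other comparisons are not covered by these values. Limma called 1 of the 298 and 2 of the 857.

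The paper's text counts more pairs in siOCT4-DMSO vs. siNT-DMSO than the 66 that Table S3 lists in the form used here. The fold changes of 5 of the 6 lncRNAs in Tables 1 and 2 differed from the paper's by at most a unit in the last digit it prints. For Notumos the normalized values gave a 2.89-fold fall, close to the paper's fold. It was not well above background on any siNT-POVPC array, so only a bound of at least 2.64-fold is reported for it. Of the 14 members of the pairs that the paper names as changed, 5 passed an adjusted p here, 13 at an unadjusted p in limma, and all 14 with the methods' t-test at an unadjusted p. The paper's Table 2 lists Prrx1 and Hoxb3 as downregulated, under miRNAs that it gives for siOCT4-POVPC vs. siOCT4-DMSO alone. In that comparison both were higher here, with log2 fold changes of 1.12 and 0.78 (adjusted p = 0.235 and 0.266 from limma). For Hoxb3 the paper's tables conflict on that reading. Table 1 lists it as upregulated, under miRNAs that it gives for POVPC in siNT and siOCT4 cells alike. The direction here was that of Table 1 in siOCT4 cells, and in siNT cells it was at -0.21 (adjusted p = 0.704). Of the 10 list entries with a named probe, 7 changed in the listed direction. Hoxb3 in siOCT4 cells is entered both as higher and as lower. Nearly all named probes were chosen for their change on these arrays, so the tally is not independent evidence. The paper places ENSMUST00000140952 on the sense strand of Hoxb5/6, and its own tables list the lncRNA on the minus strand and Hoxb6 and Hoxb5 on the plus strand. The paper describes the 3 lncRNAs of Table 1 as having a high raw signal, and the mean processed signal reached 98.0 for Hoxb5os and 65.4 for Zfp652os in the groups where they rose, against 186 for Gm16152.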

Other observations

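The tests of the slide, signal and label of siOCT4-DMSO replicate 3, of weaker knockdown as its whole cause, and of the splits of the interaction were chosen after the result was seen.

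Splits of the 6 arrays of a comparison into 3 and 3 number 10, so that chance cannot be excluded by them at 0.05 in any of the 3 comparisons. The real split gave the most calls in siOCT4-DMSO vs. siNT-DMSO (1 of 10 for both classes, the next having 532 lncRNA and 373 mRNA calls). In POVPC vs. DMSO in siNT cells 2 of 10 splits gave as many for each class, with up to 4 lncRNA and 7 mRNA calls. In siOCT4-POVPC vs. siOCT4-DMSO it was 10 of 10 for lncRNA, where none was called, and 1 of 10 for mRNA. At an unadjusted p the real split had the most calls in all 3 comparisons and both classes. For the interaction, with 0 calls, 100 of 100 splits drawn gave as many. For the ratio of the lncRNA medians, 22 of 100 splits gave a ratio as large, so chance cannot be excluded.

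siOCT4-DMSO replicate 3 lay apart from its group. Its mean correlation with replicates 1 and 2 across probes was 0.955, against 0.985 between those. The slide is argued against, since its mean correlation with its slide mates, the siOCT4-POVPC arrays, was 0.950, below the 0.980 of replicates 1 and 2 from the other slide. Weak signal is argued against by its 51855 probes well above background, which rank 5 from the lowest of the 12 arrays. Its mean correlations were 0.949 with the siNT-DMSO and 0.954 with the siNT-POVPC arrays. By themselves they lie too close to the 0.955 with its own group to tell its label. A siNT sample under its label is argued against as the whole cause. Replicate 3 correlated less than both replicate 1 and replicate 2 with 3 of 3 siNT-DMSO arrays (5 of 6 with siNT-POVPC included). Those replicates share slide 1 with the siNT arrays, so the correlations leave open a siNT sample that also differs by slide or otherwise. Levels of single probes argue against that too. The unnamed probe ASMM10LNC1A100079676V4 was at 12.14 on the log2 scale on replicate 3, and from 6.51 to 6.77 on the siNT arrays. Replicates 1 and 2, on slide 1, were at 12.16 and 12.31. Il7 was at 13.51 on replicate 3, against 8.50 to 8.93 on the siNT arrays, and Actr3b at 5.10, against 7.56 to 9.23. These probes were picked for their large change with replicate 3 in its group, and the values speak for them alone. On the axis from siNT to siOCT4 given by the POVPC arrays alone, replicate 3 lay at 0.305, and replicates 1 and 2 at 0.75 and 0.648. The siNT-DMSO mean is 0 there, so that a weaker knockdown may be part of the difference. As the whole cause it is argued against, since replicate 3 was no closer to siNT-DMSO than replicates 1 and 2 (a difference in mean correlation of -0.0099) and its distance off the axis was 0.754 against 0.507 and 0.516. A weaker knockdown together with a slide difference stays open. Another treatment or culture difference in that sample was not tested.

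The changes with POVPC in siNT and siOCT4 cells, which share no array, correlated with an r of 0.402 across 54506 probes, which are not independent. Splits of both sets of arrays gave as large an absolute value in 7 of 100, and without replicate 2 of every group r fell to 0.057 (0.205 without siNT-DMSO replicate 2 alone, 0.481 at most with 1 array left out), so that the correlation may rest on differences of the replicate 2 arrays rather than on POVPC. The changes with Oct4 knockdown in DMSO and in POVPC, which also share no array, had an r of 0.619 (between 0.501 and 0.697 with 1 array left out, the highest without siOCT4-DMSO replicate 3), with the same direction in 68.6% of probes. The knockdown in POVPC compares slide 2 with slide 1, so a slide effect in it stays open, and no splits were counted for this correlation.

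Of 25 sterol biosynthesis genes, listed after the paper's tables had been seen, 7 have a probe in Table S2 (Mvk, Hsd17b7, Tm7sf2, Pmvk, Mvd, Hmgcs1 and Lss), all higher with POVPC in siNT cells, as the table chose them (mean log2 fold change 2.35). In siOCT4 cells, whose arrays did not enter that choice, 7 of 7 were higher too. Of all probes, 58.6% kept their direction there, and of the 857 probes of Table S2, 627 did. The 7 genes had log2 fold changes from 0.80 to 3.62, with a mean of 1.74. Their mean separated the 3 siOCT4-POVPC from the 3 siOCT4-DMSO arrays (exact two-sided permutation p = 0.1, the smallest possible), and none passed the adjusted threshold. The replicate 2 arrays are argued against as the source, since without them the mean was 2.12. That mean leans on siOCT4-DMSO replicate 3, whose list mean log2 signal was 6.99, against 8.15 and 8.32 on siOCT4-DMSO replicates 1 and 2. Those 2 arrays were still below every siOCT4-POVPC array, the lowest at 9.29. siOCT4-POVPC and siOCT4-DMSO replicates 1 and 2 lie on different slides, so a slide effect on them stays open. Within slide 2 the list's mean log2 signal was 6.99 on siOCT4-DMSO replicate 3, which lies apart from its group, and from 9.29 to 9.94 on the siOCT4-POVPC arrays, and the siNT comparison lies within slide 1. A rise of sterol synthesis genes with POVPC in both kinds of cell may be considered a hypothesis. The paper's text does not report it, while Table S2 lists the genes as higher in siNT cells.

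More lncRNA probes were higher than lower among the calls of siOCT4-DMSO vs. siNT-DMSO. Dim probes are argued against, since the share of higher probes was 0.727 among the brightest probes tested, against 0.592 among the dimmest. With 75th percentile scaling the share was 0.418, so the normalization may account for the excess.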
